# Pervasive translational regulation of the cell signalling circuitry underlies mammalian development

**DOI:** 10.1038/ncomms14443

**Published:** 2017-02-14

**Authors:** Kotaro Fujii, Zhen Shi, Olena Zhulyn, Nicolas Denans, Maria Barna

## Abstract

The degree and dynamics of translational control during mammalian development remain poorly understood. Here we monitored translation of the mammalian genome as cells become specified and organize into tissues *in vivo*. This identified unexpected and pervasive translational regulation of most of the core signalling circuitry including Shh, Wnt, Hippo, PI3K and MAPK pathways. We further identify and functionally characterize a complex landscape of upstream open reading frames (uORFs) across 5′-untranslated regions (UTRs) of key signalling components. Focusing on the Shh pathway, we demonstrate the importance of uORFs within the major SHH receptor, *Ptch1*, in control of cell signalling and neuronal differentiation. Finally, we show that the expression of hundreds of mRNAs underlying critical tissue-specific developmental processes is largely regulated at the translation but not transcript levels. Altogether, this work reveals a new layer of translational control to major signalling components and gene regulatory networks that diversifies gene expression spatially across developing tissues.

## Abstract (web summary)

Gene expression is regulated at several levels, including through the modulation of protein translation. Here the authors find that translation control diversifies gene expression between developing tissues and regulates major signalling pathways through a complex landscape of upstream open reading frames (uORFs).

A key question in developmental and stem cell biology is how information encoded in the genome is differentially expressed in time and space to give rise to diverse cell types and tissues. Over the last decades, numerous studies have demonstrated multiple layers of regulation, at both transcriptional and epigenetic levels, that govern when and where gene products are turned ‘on' and ‘off' to orchestrate specification and precise arrangement of distinct cell types into unique tissues and organs. By providing a highly tunable mechanism to control the abundance of final effector proteins after the birth of an mRNA, translational control may provide an additional layer of intricate regulation in tissue patterning and organogenesis^1^,^2^,^3^. However, both the magnitude and mechanisms for transcript-specific translation regulation remain poorly understood in the context of mammalian development. There is a lack of understanding for how translational control may drive key cell fate decisions, contribute to complex body plan formation, and underlie evolutionary diversity. Our current understanding of translational regulation is guided, to a large extent, by studies in cell culture or the earliest stages of development, before the initiation of zygotic transcription, where decisive events are solely directed by translation of pre-existing maternal mRNAs^4^. An example is the miRNA induced translational repression of maternal transcripts, which has been observed at the maternal-to-zygotic transition in early stages of zebrafish development^5^. In contrast, early mammalian development relies on zygotic transcription from the two-cell stage^6^, and hence the requirement for translational control during cell specification, organogenesis and pattern formation has been less certain.

In this work, we have carried out a comprehensive analysis of translational regulation of the mammalian genome within key lineages and tissues during mouse embryonic development. First, by zooming in on an important single lineage at mid-gestation, the mesoderm, we present evidence of prevalent translational regulation. One of the most significant networks of translationally regulated mRNAs unexpectedly belongs to cell signalling. We show that core signalling pathways, such as Shh, Wnt, Hippo, PI3K and FGF, which govern cell fate specification, proliferation and differentiation, are at the epicentre of translational control. Extending these findings, we functionally delineate broad translational repression of signalling circuits mediated, in part, through complex landscapes of upstream open reading frames. Further, by using the Shh signalling pathway as a paradigm example, we demonstrate that the stringent translational control imbued by uORFs within the 5′-UTR of the major SHH receptor *Ptch1* is critical for regulating Shh pathway activity and neuronal differentiation. Finally, we demonstrate that translational regulation within mammalian embryos represents a comprehensive regulatory cascade that further diversifies gene expression spatially across tissues within the same stage of embryonic development. In particular, by further carrying out ribosome profiling within distinct tissues such as the neural tube as well as the developing limb bud our studies show that hundreds of mRNAs guiding critical tissue-specific functions are regulated largely at the translation but not transcript level. Importantly, a large number of translationally regulated mRNAs guide key tissue-specific developmental processes. Altogether, these studies reveal a new layer of translational control to major signalling networks and key developmental patterning genes that diversifies the expression of a relatively fixed number of genes that control tissue patterning and development.

## Results

### Translational regulation of the cell signalling circuitry

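The mesoderm of mouse embryos at E11.5 was measured in 6 libraries, 3 of RNA-Seq and 3 of Ribo-Seq. Ribo-Seq sequences the stretches of mRNA that a ribosome shields from nuclease digestion, called ribosome-protected fragments (RPFs), so its reads count ribosomes on a gene, whereas RNA-Seq reads count the mRNA itself. The sorted cells of each replicate were divided between the 2 library types, so that libraries with the same replicate number come from the same cells. The authors removed adapters with cutadapt, discarded reads from rRNA, tRNA and snRNA, and aligned the rest to the canonical isoform of each UCSC known gene (mm10). They kept uniquely mapped reads, counted them on the CDS without its first 15 and last 5 codons, and divided the counts by the effective library size from DESeq. The values used here are these normalized reads for 12064 genes. In every library, 100.0% of the normalized reads were whole multiples of a fixed step, the worth of 1 read, from which the number of reads was recovered. RNA-Seq replicates 1, 2 and 3 held 44655203, 50136443 and 38054003 reads on these genes. The Ribo-Seq replicates held fewer, 16802829, 13739496 and 11000015. Between 220 and 271 genes had 10 reads or fewer in a Ribo-Seq library, against 1 gene in each RNA-Seq library, so the RPFs limit the precision of TE. For each gene, log2 TE was taken as log2(normalized reads + 1) of Ribo-Seq minus that of RNA-Seq. It was tested with limma with the replicate number as a block, as in the authors' model, and centred on its median over all genes, which lay at 0.035 before centring. Adding 1 before the logarithm pulls log2 TE of genes with few reads towards 0. Reads that map to several genes were dropped by the authors, so TE of genes with near-identical copies is uncertain.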

To simultaneously quantify the abundance of total mRNAs and ribosome-bound mRNAs undergoing translation as cells become specified and organize into distinct organs in mammalian embryos at a genome-wide level, we conducted RNA sequencing (RNA-Seq) in parallel with ribosome profiling (Ribo-Seq)^7^. At first, we examined the transcription and translation profiles of the mesoderm, one of the three germ layers of the mammalian embryo. The mesoderm gives rise to wide array of cell and tissue types, including muscle, cartilage and bone, urogenital structures, connective tissue, as well as heart and blood cells. We used the double-fluorescent T-Cre (T-Cre; mT/mG) reporter system in which membrane-bound Tomato (mT) is expressed in all cells of the mouse embryo before Cre-activation and membrane-targeted enhanced green fluorescent protein (mG) is expressed after activation^8^ of T-Cre, which labels the mesodermal lineage derived from the primitive streak^9^. This enabled us to mark all of the lineages derived from the paraxial mesoderm (somites), lateral plate mesoderm (limbs) and intermediate mesoderm (nephrons), and to isolate the GFP^+^ cells by fluorescence activated cell sorting (FACS; Fig. 1a; Supplementary Fig. 1a,b). 

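Pearson's r between replicates was computed over the 12064 genes of the mesoderm table on log2(normalized reads + 1). For RNA-Seq it was 0.939 between replicates 1 and 2, 0.953 between replicates 1 and 3, and 0.987 between replicates 2 and 3. For Ribo-Seq it was 0.919, 0.961 and 0.961 for the same pairs. Without the logarithm, the lowest of these correlations was 0.877. Genes are not independent replicates, so r describes how alike 2 libraries are.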

For both RNA-Seq and Ribo-Seq, we performed a total of three biological replicates (Supplementary Data 1), and obtained highly consistent data between replicates with pairwise Pearson's correlation between 0.91 and 0.99 (Supplementary Fig. 2a,b). We find that our Ribo-Seq analysis encompasses reads that have a discrete size (∼30 nt - the size of ribosome footprint), a 3-nt periodicity and mainly mapped to the coding DNA sequence (CDS) (∼80%), all of which show that our Ribo-Seq data set is of good quality to study translational control *in vivo* (Supplementary Fig. 3a–c)^7^,^10^. Metagene analysis of read distribution around the beginning and end of the CDS also indicated a pileup of ribosome-protected fragments (RPFs) at the beginning of the CDS (Supplementary Fig. 3d), plausibly caused by the cycloheximide treatment. Therefore, we excluded the first 15 or last 5 codons of each transcript to ensure analysis of the coding regions that is most reliable for differential expression analysis similar to previous publications^10^,^11^.

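The reads in the normalized tables can be set beside the number of CDS reads that the paper reports in Supplementary Data 1. For the mesoderm Ribo-Seq libraries the paper's CDS reads are 18886325, 16656241 and 12574049 in replicates 1, 2 and 3. The reads recovered from the normalized table were 11.0%, 17.5% and 12.5% fewer. For RNA-Seq, with 46932491, 53063830 and 40387211 CDS reads in the paper, they were 4.9%, 5.5% and 5.8% fewer. The drop is larger for Ribo-Seq than for RNA-Seq in all 3 replicates. It includes the reads on the codons left out and those of any gene left out of the table, which the values do not separate.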

We focused on translational control of gene expression in the mesoderm at E11.5 when the cells of this lineage undergo major specification and differentiation events directed by a myriad of signalling cues, including FGFs, Wnts, and Shh, as they fully egress from the primitive streak, migrate, and differentiate along the anteroposterior (A–P) axis of the developing embryo. Examining the expression of lineage-specific markers ensured the quality of isolation of the desired mesodermal cell population (Supplementary Fig. 4). To obtain a global view of gene regulation at the translational level, we calculated translational efficiency (TE) by comparing the level of RPFs with mRNA abundance on the CDS of each gene (Fig. 1b). In brief, applying the framework of the generalized linear model (GLM) in the DESeq statistical package for analysing sequencing count data^12^,^13^, a linear regression was performed to the normalized read counts, as a function of library type variables (‘RNA-Seq' or ‘Ribo-Seq'). Here the coefficient of library type variables (‘Ribo-Seq' over ‘RNA-Seq') is a measurement of TE (see Methods). This revealed a wide distribution in the TE, with over a 10-fold difference between the 5th percentile of most actively compared with the 5th percentile of the least actively translated genes, suggesting extensive regulation at the step of mRNA translation in the mesoderm lineage of developing mammalian embryos. Specifically, we identified 1,186 and 185 genes comprising 9.8 and 1.5% of the total analysed genes whose TE is significantly lower or higher than the median (false-discovery rate (FDR)<0.05) and the difference is at least threefold. 

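Over the 12064 genes, the 5th percentile of centred log2 TE was -2.11 and the 95th percentile was 1.28, taking the mean of the 3 replicate pairs of Ribo-Seq and RNA-Seq. The fold between them was 10.46. The pairs taken singly gave 9.51 for replicate 1, 17.02 for replicate 2 and 9.71 for replicate 3, so the fold depended on the replicate more than on the pseudocount, which gave 9.69 with 8 reads added and 10.65 with 0.1 added. Among genes with a mean of at least 100 normalized reads it was 10.02. From this spread the paper proposes extensive regulation at the step of mRNA translation in the mesoderm lineage.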

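With limma, Benjamini-Hochberg adjustment over 12064 genes and a threshold of 3-fold from the median, 1317 genes (10.9%) were TE-low and 141 genes (1.2%) were TE-high at an adjusted p under 0.05. The paper's numbers come from the DESeq negative binomial model. Run on the recovered reads, DESeq2 gave 1313 TE-low and 146 TE-high genes, and edgeR's quasi-likelihood test gave 1309 and 146. The fold threshold moved these counts most, to 2596 and 1582 genes at 2-fold. The TE-high count changed with the replicates. It was 271 without replicate 1, 72 without replicate 2 and 191 without replicate 3, whereas the TE-low count stayed between 1160 and 1428. Among genes with a mean of at least 100 normalized reads, 10.5% were TE-low.
The largest TE-low genes with the same direction in all 3 pairs were *Apcdd1* (uc029tnh.2, chromosome 18, 62922231 to 62961179), *Ptov1* (uc009grj.1, chromosome 7, 44863067 to 44869788) and *1500012F01Rik* (uc008nzf.1). Positions are those of the gene in the GENCODE annotation of GRCm38, the assembly also called mm10. Log2 TE of *Apcdd1* was -5.60 ± 0.72 (SD, n = 3), with an adjusted p of 1.7e-06 from limma, and rests on 1, 5 and 5 RPF reads in replicates 1, 2 and 3. *Ptov1* and *1500012F01Rik* were at -5.40 ± 0.52 and -5.39 ± 0.82 (SD, n = 3), with no more than 12 RPF reads in any replicate. No single coding gene of the annotation matched *1500012F01Rik*, so it may be a noncoding transcript. Few RPFs on such a transcript would not mean repressed translation. The largest TE-high genes were *Ubb* (3.37 ± 1.57), *Rpl37* (3.21 ± 1.54) and *Rplp2* (3.01 ± 1.26) (SD, n = 3). These 3 belong to families with near-identical copies or pseudogenes, so their reads are uncertain, and log2 TE of *Ubb* was 1.58 in replicate 1 against 4.02 and 4.50 in replicates 2 and 3. The paper designates the genes past both thresholds as TE-low and TE-high and takes them forward as genes under translational control.

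**Figure D1:**
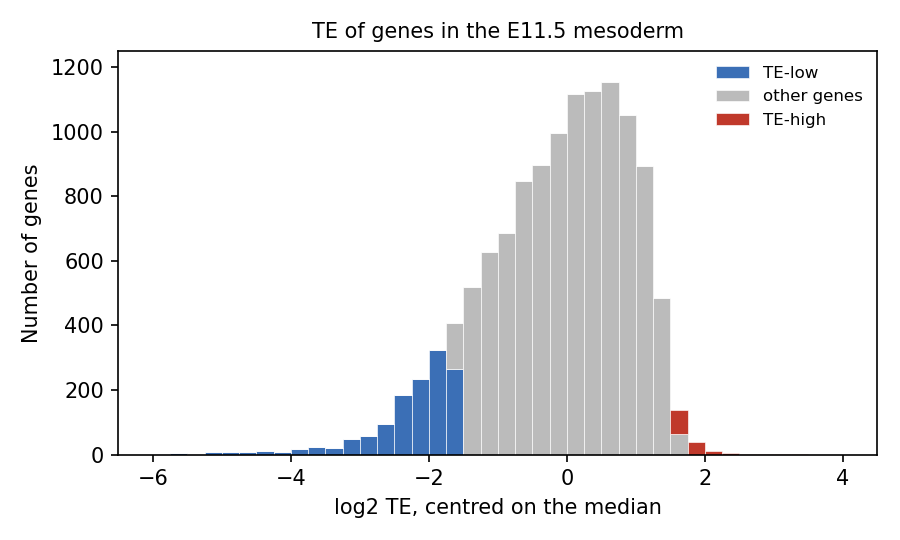
Number of genes (vertical axis) by log2 TE in the E11.5 mesoderm, centred on the median (horizontal axis, bins of 0.25). Blue bars are the 1317 TE-low genes, red bars the 141 TE-high genes and grey bars the other genes, and the TE-low side reaches farther from 0.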

(Fig. 1b; Supplementary Data 2), designated as TE-low and TE-high gene sets, respectively.

To understand biological processes subject to this extensive degree of translational control, we performed gene ontology (GO) analysis of genes that are TE-low and TE-high in the mesoderm. This revealed many significantly enriched GO categories (FDR<0.05; Fig. 1c; Supplementary Data 3 and 4), which were further grouped into several major functional clusters most represented in TE-low genes by: signal transduction (green), regulation of small GTPase mediated signal transduction (orange), regulation of membrane potential (brown), regulation of ion transmembrane transport (blue), peptidyl-lysine methylation (purple), response to purine-containing compound (yellow) and G-protein coupled receptor signalling pathway (Fig. 1c). Over 40% of all TE-low genes belong to at least one of the enriched GO categories, indicating the coordinated translational regulation of genes with related functions (Supplementary Data 4). Notably, ‘signal transduction', comprised of 303 genes (a child term of the ‘cell communication' GO term comprised of 327 genes), is one of the largest and most significantly enriched functional categories of all TE-low genes. A molecular function GO enrichment analysis of the TE-low genes further underscores that key enzymes involved in cell signalling cascades (GTPases, kinases and many others) are the main targets of translational repression (Supplementary Fig. 5 and Supplementary Data 5). The top enriched categories include protein kinase activity, GTPase regulator activity, phospholipid binding, signalling receptor activity, cytoskeleton binding, gated channel activity, and Ras GTPase activity. One striking example of a translationally regulated cell signalling pathway is the receptor tyrosine kinase (RTK) network initiated upon binding and activation by specific growth factors (for example, FGF, PDGF, Ephrin), which then elicits signalling from the RAS-RAF-MEK-ERK and phosphatidylinositide 3-kinase (PI3K) arms of the network. Important insight into the potential impact of translational regulation within this cell signalling pathway emerges from the analysis of the individual translational efficiency of each mRNA within this network (Fig. 2 and Supplementary Data 6). First, most enzymes required for the production of major classes of secondary messengers are found to be translationally regulated. In contrast, none of the direct effector proteins responding to these secondary messengers show significant regulation at the translational level. For instance, multiple isoforms of PI3K, which are required for catalysing the synthesis of phosphatidylinositol (3,4,5)-trisphosphate (PIP3) from phosphatidylinositol 4,5-bisphosphate (PIP2), have significantly lower TE (Fig. 2; *indicates TE-low, FDR<0.05). In contrast, downstream effectors, such as PDK or AKT, that respond to PIP3 do not. These findings suggest that these upstream components of cell signalling may be subject to more stringent translational control than downstream components. 

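Fig. 2 draws 3 families of enzymes that make second messengers, PI3K, PLC and adenyl cyclase (AC). Of their 26 genes in the mesoderm table, 12 (46.2%) were TE-low. Over all 170 genes of Fig. 2 analysed here, 35 (20.6%) were TE-low, and the share among all genes tested was 10.9%. Another 12 of the 26 had an adjusted p under 0.05 from limma with a smaller shift, since 24 of the 26 reached that threshold. The number of TE-low genes in these families moved with the replicates. PI3K had 6 TE-low genes without replicate 1, and PLC had 3 without replicate 2.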

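The direct effectors drawn in Fig. 2 are PDK, AKT, PKC, calmodulin (CaM) and PKA, with 23 genes in the mesoderm table. The paper lists *Pdk1*, *Pdk2* and *Pdk3* under PDK. These are symbols of pyruvate dehydrogenase kinases, and *Pdpk1*, the PDK that responds to PIP3, is not among the 23 genes. They were kept in the counts and tests below as the paper groups them. None was TE-low or past 3-fold, although 12 of the 23 had an unadjusted p under 0.05 and 11 an adjusted p under 0.05 from limma. The TE-low share was 0 of 23 in effectors and 12 of 26 in enzymes (two-sided Fisher's exact test across genes, p = 1.2e-04). Genes are not independent replicates. The paper drew this contrast from the same samples, so the test is not independent evidence. *Akt1* and *Prkcz* lay close to the threshold of 3-fold. Leaving out replicate 1 made *Akt1* TE-low, and leaving out replicate 3 made *Prkcz* TE-low. At a threshold of 2-fold, 4 of the 23 effectors were TE-low.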

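Of the 8 PI3K genes in the mesoderm table, *Pik3cd*, *Pik3ca* and *Pik3r2* were TE-low. *Pik3cd* (uc008vwq.1) had 542.6 ± 83.9 normalized reads in RNA-Seq and 132.5 ± 10.6 in Ribo-Seq (SD, n = 3), a log2 TE of -2.05 (standard error 0.20, adjusted p = 1.2e-05 from limma). *Pik3ca* (uc008owd.2) had a log2 TE of -1.75 (standard error 0.20, adjusted p = 3.4e-05 from limma) and *Pik3r2* (uc009mbn.2) of -1.67 (standard error 0.17, adjusted p = 2.0e-05 from limma). Another 3 isoforms, *Pik3cb*, *Pik3r5* and *Pik3r4*, lay between -1.55 and -1.42, with adjusted p values under 0.05 and less than the 3-fold shift. *Pik3r3* and *Pik3r1*, at -0.15 and 0.22, could not be told apart from the median (adjusted p = 0.48 and 0.27 from limma). Log2 TE of *Pik3r4* spread from -0.54 in replicate 1 to -2.44 in replicate 2.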

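Log2 TE of *Pdk1*, *Pdk2* and *Pdk3* was 0.06 ± 0.34, 0.38 ± 0.37 and 0.52 ± 0.40 (SD, n = 3), close to the median of all genes. The adjusted p from limma was 0.78, 0.10 and 0.033, so *Pdk3* lay slightly above the median. Log2 TE of *Akt1* and *Akt2* was lower, at -1.57 ± 0.37 and -1.18 ± 0.48 (SD, n = 3). Both lay below the median by more than their replicate error, with adjusted p values of 5.9e-05 and 4.7e-04 from limma, and neither passed 3-fold. *Akt1* and the TE-low *Pik3r2* differed by less than their SD. The difference between the PI3K genes and these 2 families was not tested on its own. The values of *Pdk1*, *Pdk2* and *Pdk3* do not speak to the kinase that responds to PIP3.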

Supporting this hypothesis, in the G-protein coupled receptor (GPCR) signalling cascade, 12/32 receptors, 5/10 phospholipase C (PLC) enzymes and 3/8 adenyl cyclases (AC) are TE-low, conversely none of the more downstream second messenger responding components exhibit significant changes in TE (Fig. 2). 

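Fig. 2 also draws receptors, of which 31 were analysed here, and 11 of the 31 were TE-low. The TE-low receptors ran from *Gpr153* (log2 TE -3.02 ± 0.54, SD, n = 3, with 47, 57 and 112 RPF reads) to *Gpr19* (-1.65 ± 0.25), apart from *Gpr21*, which had at most 2 RPF reads in a replicate. Of the 10 PLC genes 5 were TE-low, from *Plce1* at -2.44 ± 0.97 to *Plcg2* at -1.89 ± 1.04 (SD, n = 3). Log2 TE of both spread widely, with *Plcg2* at -0.72 in replicate 1 and -2.71 in replicate 2. Of the 8 AC genes 4 were TE-low, *Adcy1* (-3.33), *Adcy5* (-2.84), *Adcy6* (-2.04) and *Adcy7* (-1.61). *Adcy7* passed 3-fold by less than its SD of 0.33, and *Adcy2*, at -1.57 ± 0.31, fell short of it by less than its SD. Receptors, PI3K, PLC and AC together had 23 TE-low genes of 57 (40.4%) against 0 of the 23 effectors (two-sided Fisher's exact test across genes, p = 9.1e-05). This test too uses the samples from which the paper drew the contrast, so it is not independent evidence. It too counts *Pdk1*, *Pdk2* and *Pdk3* as effectors. Among the effectors, log2 TE was lowest for *Akt1* and *Prkcz*, the latter at -1.51 ± 0.21 (SD, n = 3). The counts were the same when adjusted over the list alone, a family at a time. From the contrast between upstream components and effectors the paper proposes that upstream components of signalling are under more stringent translational control.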

Since upstream components are often the most rate limiting and dose-sensitive within signalling cascades, their regulation at the level of translation may reflect a molecular programme that promotes rapid and efficient control of the overall output of the pathway. Secondly, our analysis revealed a wide range in translational efficiencies among homologues within specific families of signalling proteins. For example, the GPCR and MAPKKK homologues exhibit ∼80- and ∼20-fold difference in TE (Fig. 2). 

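Among the 31 receptors, log2 TE ranged from 1.65 ± 0.41 for *Gpr182* to -4.33 ± 0.98 for *Gpr21* (SD, n = 3), a fold of 63.2. *Gpr21* had 1, 0 and 2 RPF reads in replicates 1, 2 and 3, under the floor of 3 reads in each. Set at that floor, its log2 TE is -2.83, and TE of *Gpr182* was at least 22.4-fold higher. Against *Gpr153*, the next lowest receptor, the fold was 25.4. The pseudocount moved the fold most, to 165.9 with 0.1 added and 22.6 with 8 added. Of the 12 MAPKKK genes, *Map3k1* had the highest log2 TE, 0.20 ± 0.19, and *Map3k10* the lowest, -4.27 ± 0.65 (SD, n = 3), a fold of 22.1. In the replicate pairs it was 21.3, 32.3 and 15.6. *Map3k10* had 2055 ± 534 normalized reads in RNA-Seq and 112.3 ± 49.9 in Ribo-Seq (SD, n = 3). It stands apart in the family, since *Map3k9*, the next lowest, lay 5.7-fold below *Map3k1*. Besides these 2 genes, *Map3k14*, *Map3k11* and *Map3k12* were TE-low, 5 of the 12 in all.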

Given the large number of gene homologues belonging to these gene families, translational control may provide greater specificity in the strength or activity of selective groups of these receptors and kinases over others in regulation of cell signalling.

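Of the 46 receptor tyrosine kinases of Fig. 2 in the mesoderm table, 4 were TE-low. One of them was the FGF receptor *Fgfr3* (uc008xbf.3, chromosome 5, 33721674 to 33737068 on GRCm38), with 1051 ± 256 normalized reads in RNA-Seq and 299.8 ± 72.8 in Ribo-Seq (SD, n = 3). Its log2 TE was -1.84 (standard error 0.17, adjusted p = 9.6e-06 from limma). The other FGF receptors lay nearer the median, *Fgfr1* at -1.08 ± 0.38, *Fgfr4* at -0.92 ± 0.12 and *Fgfr2* at -0.82 ± 0.26 (SD, n = 3).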

An additional, unexpected finding from our ribosome profiling analysis is that most of the core toolbox of developmental cell signalling pathways, which are reutilized at multiple times and places to control fundamental aspects of cell specification and tissue patterning, including Shh, Wnt, Hippo and FGF, contained multiple core components under translational control (Figs 2 and 3a). This was best represented by *Ptch1*, *Ptch2*, *Smo*, *Gli1* and components of the primary cilia in the Shh pathway, *Dvl1*, *Apc*, *Apc2* and *Rspo1* in the Wnt pathway, as well as *Nf2*, *Wwc1*, *Sav1*, *Lats2,* and *Wtip* in the Hippo pathway (Fig. 3a). 

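All 18 genes of Fig. 3a, 9 in the Shh, 4 in the Wnt and 5 in the Hippo pathway, were TE-low in the mesoderm. They remained so when adjusted over the list alone, a pathway at a time, although the study chose these lists on the same samples, so this is not independent evidence. In each of the 18 genes, log2 TE was below the median in all 3 replicates.
*Ptch1* (uc007qxv.1) lies on the minus strand of chromosome 13 from 63508328 to 63573598 on GRCm38. It had 5837 ± 574 normalized reads in RNA-Seq and 1563 ± 414 in Ribo-Seq (SD, n = 3), and a log2 TE of -1.97 (standard error 0.21, adjusted p = 2.7e-05 from limma). *Smo* (uc009bef.2, chromosome 6, 29735503 to 29761365) had a log2 TE of -1.90 (standard error 0.18, adjusted p = 1.3e-05 from limma). *Gli1* (uc007hjf.1, chromosome 10, 127329882 to 127341974) had 4570 ± 369 normalized reads in RNA-Seq and 777.5 ± 69.4 in Ribo-Seq (SD, n = 3), and a log2 TE of -2.59 (standard error 0.17, adjusted p = 2.2e-06 from limma). The 9 Shh genes ranged from *Dync1h1* at -2.86 ± 0.67 to *Smo*. Between *Ptch1* (SD 0.53) and *Smo* (SD 0.26) the difference was smaller than the spread between replicates.
In the Wnt pathway, *Dvl1* (uc008wfc.1, chromosome 4, 155847402 to 155859303) had a log2 TE of -2.39 (standard error 0.18, adjusted p = 3.7e-06 from limma). *Apc*, *Rspo1* and *Apc2* were at -2.21 ± 0.17, -2.16 ± 0.23 and -1.95 ± 0.67 (SD, n = 3). Without replicate 2, *Apc2* was at -1.57 and no longer passed 3-fold, the only call to change under the alternatives among *Ptch1*, *Smo*, *Gli1*, *Dvl1*, *Apc2*, *Nf2* and *Wwc1*. In the Hippo pathway, *Wwc1* (uc007ili.1, chromosome 11, 35838400 to 35980527) was lowest at -2.24 (standard error 0.23, adjusted p = 1.8e-05 from limma), with 477.0 ± 85.4 normalized reads in RNA-Seq and 102.6 ± 19.0 in Ribo-Seq (SD, n = 3). *Sav1*, *Lats2*, *Wtip* and *Nf2* were at -2.23 ± 0.33, -1.98 ± 0.56, -1.94 ± 0.40 and -1.85 ± 0.37 (SD, n = 3). From these genes the paper proposes that translational control of developmental signalling pathways is a further point of regulation.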

Despite numerous lines of research into these important developmental signalling cascades, the main focus has been their regulation at the transcriptional and post-translational levels. These findings suggest that translational control of key developmental signalling pathways may reflect a new point of regulation guiding mammalian development.

### A complex landscape of uAUGs within signalling components

To study the impact of translational control on cell signalling as well as cell fate determination, we chose the Shh and Hippo pathways (RNA-Seq and Ribo-Seq tracks are shown in Supplementary Fig. 6) as examples to first understand how transcript-specific translational regulation is achieved at the molecular level. 

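UTR and CDS lengths were taken from the GENCODE annotation of GRCm38, using the coding transcript with the longest CDS of each gene. A symbol and an annotated transcript were at hand for 1269 of 1317 TE-low genes (96.4%) and 133 of 141 TE-high genes (94.3%), but for 18.4% of the other genes. A comparison against all other genes was therefore void, and TE-low genes were set against TE-high genes, a choice made after seeing the data. The median 5′-UTR was 228 nt in TE-low genes and 143 nt in TE-high genes (two-sided permutation test with 100000 resamples, p = 2.8e-04). The median 3′-UTR was 905 nt against 882 nt (p = 0.87, same permutation test). At least 1 uAUG was annotated in 71.2% of TE-low and 32.3% of TE-high genes, with a median of 1 against 0 uAUGs (permutation p = 0.11). Medians of such small whole numbers make this test coarse, and the shares were not tested. With the transcript that has the longest 5′-UTR, the medians were 2 against 0 (permutation p = 1.0e-05, the smallest these resamples can give). The CDS differed more than the 5′-UTR, with medians of 2778 nt and 636 nt (permutation p = 1.0e-05, again the smallest possible). TE-low genes matched to TE-high genes on CDS length had a 5′-UTR of 258 nt against 143 nt. The match was incomplete, since their CDS was still longer, 801 nt against 636 nt (permutation p = 0.0089). Annotated 5′-UTRs are not those of the mesoderm transcripts, which were not measured here. There were 4 comparisons in this family. Multiplied by 4, the p values for the 5′-UTR and the CDS stay under 0.05.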

Notably, TE-low transcripts overall had substantially longer 5′-UTRs but not 3′-UTRs, and contained a significantly higher number of upstream AUGs (uAUGs) in their 5′-UTRs, compared with all transcripts analysed (Supplementary Fig. 7). We therefore focused on the 5′-UTRs of many core components of key signalling pathways. As many of these signalling genes contain long and poorly characterized 5′-UTRs, which could harbour sequences that enable translational control, we performed 5′ RACE (rapid amplification of cDNA ends) on embryonic tissues and cloned the full-length 5′-UTR sequences of multiple components of the Shh and Hippo signalling pathways, focusing on the predominant transcript isoforms expressed in the mesoderm lineage (Supplementary Fig. 8). We observed that the 5′-UTR sequences of translationally repressed components of the Hippo (*Nf2* (551 nt), *Wwc1* (512 nt), *Sav1* (371 nt) and *Lats2* (436 nt)) and Shh (*Ptch1* (841 nt), *Smo* (514 nt) and *Gli1* (665 nt)) pathways repressed translation of Firefly luciferase (Fluc) relative to the control 5′-UTR of *HBB* (human haemoglobin beta; Fig. 3b), extending our Ribo-Seq results and suggesting that translational repression is encoded, at least in part, in their 5′-UTRs. Close examination of these 5′-UTRs revealed the presence of multiple uAUGs (Fig. 3b; Supplementary Table 1). To mechanistically assess the translational regulation mediated by uAUGs, we systematically mutated all uAUGs, as well as non-canonical start sites having a favourable Kozak sequence, since these codons also have the potential to contribute to regulation^14^, and compared their translational efficiency to wildtype 5′-UTRs. We observed a marked increase in Fluc translation across all assayed components of the Hippo (*Nf2*, *Wwc1*, *Sav1* and *Lats2*) and Shh pathways (*Ptch1*, *Smo* and *Gli1*; Fig. 3b) revealing that multiple components of the core signalling machinery of the cell are under stringent translational control, which is mediated in part by a complex landscape of upstream initiation sites.

### uORF repression of *Ptch1* controls neural differentiation

Although recent studies have identified putative uORFs genome-wide^15^,^16^,^17^, little is known about the functional contribution of uORF-mediated regulation, particularly in the context of mammalian development. By far, the best example of uORF-mediated repression with biological significance remains that of regulation of yeast GCN4 mRNA in response to stress^17^,^18^. To further understand how upstream initiation sites contribute to translational repression, we selected *Ptch1* and *Gli1* transcripts as examples for further analysis. *Ptch1* encodes the main receptor of the SHH ligand and acts as strong negative regulator of the Shh signalling pathway. Conversely, *Gli1* is a transcription factor, which acts as a downstream activator of the pathway. The expression of both genes is tightly controlled at both transcriptional and post-translational levels and has been well studied both *in vitro* and *in vivo* making them excellent examples to study the role of translational control in the context of complex gene regulatory landscapes. The following trends emerged from our analysis, first, uAUGs of the *Ptch1* 5′-UTR are overall highly conserved, in comparison with non-canonical start codons (Supplementary Fig. 9). Indeed, mutations of non-canonical start codons showed that they have little impact on translation of the main ORF (Fig. 3c,d). Second, uAUGs occur in clusters in both the 5′-UTR of *Gli1* and *Ptch1* (Fig. 3c,d). With respect to *Ptch1*, deletion of the first uAUG cluster had no effect on translation (Fig. 3d). In contrast, deletion of the second cluster resulted in approximately a sixfold increase in translational efficiency (Fig. 3d) with low contribution from the 4th uAUG (Fig. 3e). Finally, an upstream stop codon mutagenesis, which placed the uAUGs in frame with the main ORF, allowed us to precisely delineate that the 3rd and/or 5th uAUGs are capable of initiating translation. These findings define repressive uORFs in the *Ptch1* 5′-UTR that act to downregulate translation from the main AUG by competing away translationally competent ribosomes (Fig. 3f).

In the developing embryo, the 5′-UTRs of *Ptch1* and *Gli1* act in the context of a tightly regulated signalling cascade characterized by well-defined feedback mechanisms. To understand the biological impact of uORF-mediated translational control, we used CRISPR-Cas9-mediated mutagenesis to generate a homozygous deletion encompassing the entire inhibitory uORF cluster in the 5′-UTR of *Ptch1* in mouse embryonic stem cells (mESCs; Fig. 4a). Since mESCs do not engage in active Shh signalling and express very little detectable *Gli1* and *Ptch1* transcript, we differentiated the *Ptch1* homozygous uORF deletion mutant (*Ptch1*^*ΔuORF/ΔuORF*^) mESCs precisely into ventral neurons. Unlike mESCs, ventral neurons express Shh pathway components and require exposure to very high levels of Shh signalling activation for their specification. As a consequence, ventral neurons are acutely sensitive to the level of pathway activation *in vitro*, mirroring the Shh-dependent ventral neuron differentiation evident within the developing neural tube, where PTCH1 acts as a strong negative regulator of the Shh signalling pathway (Fig. 4a,b)^19^,^20^,^21^. To obtain Shh-responsive ventral neurons we carried out a 5-day differentiation protocol whereby we first differentiated mESCs into Shh-sensitive neuronal precursor cells (NPCs; days 0–3 of differentiation). From day 3.5 to day 5 of differentiation, we treated NPCs with a high concentration of either recombinant SHH protein or SAG (Smoothened Agonist) to achieve high levels of pathway activity necessary for their differentiation into Shh-dependent ventral neuron lineages (Fig. 4a,b). To examine the extent to which PTCH1 protein levels change upon deletion of the uORF cluster, we differentiated wildtype and *Ptch1*^*ΔuORF/ΔuORF*^ mESCs into NPCs. At day 3.5 of differentiation we treated the cells with SAG, a small molecule activator of the Shh pathway, and carried out western blot analysis at 0 and 4 h after pathway activation. We observed that the level of PTCH1 protein was substantially elevated in *Ptch1*^*ΔuORF/ΔuORF*^ NPCs compared with wildtype controls already at both 0 and 4 h (Fig. 4c,d) indicating that the homozygous uORF deletion has a significant effect on PTCH1 protein levels in the native context. To assess how elevated PTCH1 protein levels affect Shh signalling, we examined expression of *Gli1* and *Ptch1* mRNA by quantitative PCR with reverse transcription (RT-qPCR) after 0, 4, and 12 h of treatment with either SAG or recombinant SHH protein (Fig. 4e,f). Since both *Gli1* and *Ptch1* are direct transcriptional targets of Shh signalling, their expression is typically used as a primary means of assessing pathway activation. We noted that treatment with either SHH or SAG resulted in increased expression of *Gli1* as early as 4 h (Fig. 4e) and *Ptch1* at 12 h in wildtype NPCs (Fig. 4f). In contrast, *Ptch1*^*ΔuORF/ΔuORF*^ NPCs exhibited markedly diminished *Gli1* mRNA transcription as early as 4 h compared with WT controls (Fig. 4e). Similarly,the expression of *Ptch1* mRNA at 12 h was lower in *Ptch1*^*ΔuORF/ΔuORF*^ NPCs compared with controls (Fig. 4f) consistent with diminished pathway activity in these cells. Notably *Ptch1*^*ΔuORF/ΔuORF*^ NPCs responded similarly to both SHH protein, which binds directly to PTCH1, and SAG, which binds to Smoothened (SMO). Since the role of PTCH1 is to inhibit SMO activation in absence of SHH, it is likely that the decreased responsiveness to Shh pathway stimulation observed in *Ptch1*^*ΔuORF/ΔuORF*^ NPCs is due to increased repression of SMO by elevated PTCH1 levels at steady state.

To investigate whether the development and differentiation of Shh-dependent neurons is affected as a result of the *Ptch1*^*ΔuORF/ΔuORF*^ mutation, we examined the expression of markers of ventral neuronal identity by RT-qPCR. NPC differentiation mirrors the signalling environment observed in the developing neural tube where exposure to the highest concentration of SHH ligand specifies the FOXA2^+^ floor plate (FP), while slightly lower concentrations give rise to the NKX2.2^+^ p3 interneurons and OLIG2^+^ pMN motor neuron progenitors (Fig. 4b)^19^,^20^. Consistent with our observation of decreased Shh signalling (Fig. 4e,f), we observed a concomitant decrease in the expression of Shh-dependent *Foxa2*, *Nkx2.2* and *Olig2* mRNAs (Fig. 4g) and a concomitant increase in Shh-independent dorsal neural tube markers such as *Irx3* and *Irx5* (Fig. 4h). Furthermore, these changes were associated with a decrease in the specification of FOXA2^+^ and NKX2.2^+^ neurons as assessed by immunostaining on day 5 of differentiation (Fig. 4i–k). Altogether, these studies functionally reveal the mechanisms guiding translational regulation of core components of developmental signalling pathways and their importance in control of cell signalling and the precise differentiation of key cell types.

### Translation control diversifies gene expression in tissues

Finally, we investigated the dynamics of spatial regulation of translational control between developing tissues within the mammalian embryo. The core developmental toolbox of cell signalling, for example, Wnt, Shh, FGF, BMP and Notch pathways, are reused in multiple tissues and at multiple times during development. The finding that a specific repertoire of core signalling components are significantly low in TE in the mesoderm lineage is intriguing and led us to ask whether the translational regulation could be distinct in specific cell/tissue types. To this end, we extended our Ribo-Seq analysis to assess translational control in additional developing tissues and in particular the neural tube and limb bud, which both contain major signalling centers. 

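The neural tube (NT) and the forelimb buds (FL) of the same embryos were dissected at E11.5 and measured in 12 libraries, 3 of RNA-Seq and 3 of Ribo-Seq for each tissue. The authors made the normalized reads as for the mesoderm, in a table of 11231 genes of its own, so levels were not compared between the 2 tables. NT RNA-Seq replicates 1, 2 and 3 held 32524637, 25257437 and 33061460 recovered reads and FL RNA-Seq replicates 27993385, 27013646 and 24555103. NT Ribo-Seq replicates held 31993255, 28466039 and 16710643 and FL Ribo-Seq replicates 17231298, 12967893 and 15310610. Thus the NT Ribo-Seq libraries were deeper than those of FL in replicates 1 and 2, and of nearly equal depth in replicate 3. Genes with 10 reads or fewer numbered between 33 and 128 in the NT Ribo-Seq libraries and between 81 and 204 in those of FL. The change in TE between tissues was the interaction of library type with tissue, fitted with limma to log2(normalized reads + 1) of all 12 libraries. It is given as FL minus NT, so that a negative value is a higher TE in NT. The methods of the paper name replicate variables for the mesoderm model and do not mention them for this comparison. No replicate term was fitted, and the fit with such a term is an alternative. Genes were called at the study's thresholds, an adjusted p under 0.2 and a change of at least 2-fold.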

We performed RNA-Seq and Ribo-Seq on three biological replicates of precisely microdissected neural tubes (NT) and forelimb buds (FL) of mouse E11.5 embryos (Fig. 5a). 

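In NT, Pearson's r between RNA-Seq replicates 1 and 2, 1 and 3, and 2 and 3 was 0.946, 0.949 and 0.970 across the 11231 genes. For FL RNA-Seq it was 0.987, 0.983 and 0.987. In Ribo-Seq, replicates 1 and 2 were closer to each other than to replicate 3 in both tissues. In NT r was 0.989 between replicates 1 and 2 against 0.933 and 0.934 with replicate 3, and in FL it was 0.976 against 0.886 and 0.896. The chi-square statistic per gene for Ribo-Seq reads was 8 between NT replicates 1 and 2 and at least 160 with replicate 3. In FL it was 17 between replicates 1 and 2 and 283 and 227 with replicate 3.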

All three biological replicates are highly consistent with pairwise Pearson's correlation between 0.89 and 0.99 (Supplementary Fig. 2a,b) and Ribo-Seq libraries exhibit typical characteristic features that ensure good quality of the data set for this analysis (Supplementary Fig. 3a–d). To reveal the differences in translational regulation between tissues, we analysed the interaction term of the library types (‘Ribo-Seq' and ‘RNA-Seq') with sample types (‘Neural tube' or ‘Forelimb') in the framework of the GLM model using DESeq. The coefficient of this interaction term is a measurement of changes in TE between tissues. This analysis identified significant differences in translation regulation between these tissues at the same developmental stage. Specifically, 932 (8.3%) of genes displayed a significantly higher TE in the NT compared with FL and 896 (8.0%) of genes displayed a significantly higher TE in the FL compare with the NT, respectively, with a fold-change ≥2 and FDR<0.2 (Fig. 5b,c; Supplementary Data 7). 

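The change in log2 TE between the tissues was also taken for each replicate number. Across the 11231 genes, the changes of replicates 1 and 2 had a Pearson's r of 0.82. With replicate 3 the r was -0.27 for replicate 1 and -0.29 for replicate 2. The changes in mRNA had an r of 0.81, 0.80 and 0.85 for the same pairs, and the changes in RPFs of 0.94, 0.46 and 0.46. These correlations are across genes, which are not independent replicates. The standard deviation of log2 TE over genes was 0.91, 0.79 and 1.17 in NT replicates 1, 2 and 3, and 1.59, 1.54 and 0.86 in FL replicates 1, 2 and 3.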

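With limma and Benjamini-Hochberg adjustment over 11231 genes, 31 genes (0.3%) were NT-TE-higher and 14 genes (0.1%) were FL-TE-higher at the study's thresholds. An unadjusted p under 0.05 was reached by 1901 genes and an adjusted p under 0.05 by 4 genes. With the replicate number as a block, 5 genes were NT-TE-higher and 1 was FL-TE-higher. The counts depended on replicate 3. Without it, 2504 genes were NT-TE-higher and 2329 FL-TE-higher. Without replicate 1 or without replicate 2 no gene was called, with 160 and 265 genes at an unadjusted p under 0.05. On the recovered reads, DESeq2 called 286 and 570 genes and edgeR's quasi-likelihood test 21 and 18. In all 45 genes called by limma, the change had the same sign in each of the 3 replicates.
The largest NT-TE-higher genes were *Napb* (uc008mti.1, chromosome 2, 148693985 to 148732467 on GRCm38), *Itgb8* (uc007pik.1, chromosome 12, 119158022 to 119238802) and *Map3k13* (uc007yrr.2, chromosome 16, 21794346 to 21933439). Their change in log2 TE was -3.86 ± 1.44, -3.27 ± 0.99 and -2.93 ± 1.68 (SD, n = 3). *Napb* had as few as 3 reads in 1 library. The largest FL-TE-higher genes were *Rtn2* (uc009fli.2, chromosome 7, 19282624 to 19296160), *Tyrobp* (uc009gef.1, chromosome 7, 30413760 to 30417585) and *Cacna1a* (uc009mmn.2, chromosome 8, 84388440 to 84640246). Their change was 3.29 ± 0.49, 3.12 ± 1.10 and 2.62 ± 0.68 (SD, n = 3). The adjusted p from limma was 0.091 for *Napb*, 0.049 for *Itgb8*, 0.030 for *Rtn2* and 0.13 for the other 3 genes. Under the replicate block *Napb*, *Itgb8* and *Rtn2* stayed under 0.2, and *Map3k13*, *Tyrobp* and *Cacna1a* did not. The mRNA of all 6 genes was lower in FL, with log2 changes between -3.60 for *Rtn2* and -1.63 for *Tyrobp*. The RPFs of *Rtn2* and *Cacna1a* did not differ detectably (log2 change -0.32 and -0.03, adjusted p = 0.43 and 0.95 from limma). Their higher TE in FL thus reflects less mRNA there, not more RPFs. The RPFs of *Napb*, *Itgb8* and *Map3k13* fell in FL by more than their mRNA (-5.76, -5.67 and -6.03), and those of *Tyrobp* rose by 1.49. From the interaction term the paper concludes that translation is regulated differently in these tissues at the same developmental stage.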

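Fig. 5e names 26 genes with a changed TE, among them *Slc4a3* and *Hes1*. In all 26, the mean change in TE between NT and FL had the direction the paper gives, and in 25 it was at least 2-fold. Among all genes tested, 8 were called by limma, *Gabbr1*, *Slc4a3* and *Hes1* among them, and 24 had an unadjusted p under 0.05. When adjusted over the list alone, 25 were called, but the study picked these genes on the same samples, so this is not independent evidence. With the replicate number as a block 1 was called, and without replicate 3 all 26. The direction was the paper's in 26 genes in replicate 1, 26 in replicate 2 and 23 in replicate 3, with median changes in that direction of 1.87, 1.78 and 0.80 on the log2 scale. *Slc4a3* changed by -2.41, -3.39 and -1.11 in the 3 replicates and *Hes1* by 3.20, 3.12 and 0.88.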

Importantly, we observed that NT-TE-higher transcripts indeed have higher association with actively translating heavy polysomes in NT, whereas FL-TE-higher transcripts were more associated with heavy polysomes in FL (Fig. 5d,e; Supplementary Fig. 10), further corroborating the Ribo-Seq and RNA-Seq analysis. 

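Of the 45 genes with a changed TE between NT and FL, 18 (40.0%, Wilson 95% confidence interval 27.0% to 54.5%) had an mRNA change of less than 2-fold. This held for 9 of the 31 NT-TE-higher genes (29.0%) and 9 of the 14 FL-TE-higher genes (64.3%). Among all 11231 genes tested, the share was 80.6%. Without replicate 3, it was 81.1% of the 4833 genes then called.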

Interestingly, the vast majority (∼80%) of genes with distinct TE between tissues exhibit mild difference in mRNA levels (fold-change <2; Fig. 5b,c), indicating that translational control predominantly regulates the expression of this set of genes. Furthermore, both the NT-TE-higher and FL-TE-higher transcripts exhibit a wide distribution of their mRNA abundance in both tissues (Fig. 5f,g), with comparable median gene expression levels compared with all other transcripts, and are not simply lowly expressed transcripts that could be more easily confounded by higher variances in their expression. This suggests that translational regulation, in addition to simply buffering differences from transcription as observed in previous studies^22^,^23^, represents an important mechanism to further diversify gene expression profiles between different tissues in the developing mammalian embryo (Fig. 5h,i).

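In NT, the median log2 normalized RNA-Seq reads were 10.71 ± 0.10 for the 31 NT-TE-higher genes, 9.12 ± 0.28 for the 14 FL-TE-higher genes and 9.76 ± 0.02 for the other 11186 genes (SD of the median over replicates, n = 3). In FL they were 10.10 ± 0.02, 8.49 ± 0.13 and 9.73 ± 0.01. NT-TE-higher genes were thus above the other genes in both tissues and FL-TE-higher genes below them, by more than the spread between replicates. That spread does not measure the error from having only 31 and 14 genes. Their medians lay above 69.8% and 36.8% of all genes in NT and above 58.2% and 26.1% in FL. From the 5th to the 95th percentile, NT-TE-higher genes covered 8.01 to 13.37 in NT and FL-TE-higher genes 6.50 to 9.73 in FL. The 14 FL-TE-higher genes are few for such percentiles. The paper reasons from the abundances of its own sets that genes with a changed TE are not merely transcripts of low expression.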

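Over the 11231 genes, the standard deviation of the FL minus NT log2 change was 1.09 for mRNA and 1.36 for RPFs, a ratio of 1.25, when the 3 replicate numbers were averaged. The ratio was 1.48 in replicate 1, 1.45 in replicate 2 and 1.11 in replicate 3. Without replicate 3 it was 1.52. Measured by the median absolute deviation, which is less sensitive to extreme genes, the ratio was 1.85. Between replicates of one tissue the spread was smaller. The standard deviation of the log2 difference between replicates 1 and 3 was 0.77 in NT Ribo-Seq and 1.07 in FL Ribo-Seq, against 0.31 and 0.50 between replicates 1 and 2. For RNA-Seq it lay between 0.48 and 0.63 in NT and between 0.30 and 0.35 in FL. From the wider distribution of RPF changes (Fig. 5i) the paper proposes that translation diversifies gene expression between tissues in addition to buffering differences in transcription.

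**Figure D2:**
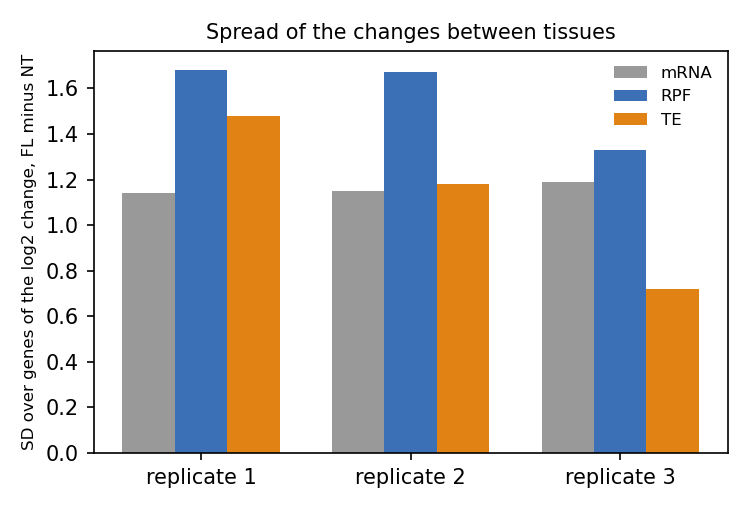
Standard deviation over genes of the FL minus NT log2 change (vertical axis) in mRNA (grey), RPFs (blue) and TE (orange) for each replicate number (horizontal axis). The RPF bar exceeds the mRNA bar in every replicate, by least in replicate 3, where the TE bar is 0.72 against 1.48 and 1.18.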

To further understand the translational control programme unique to different tissue types, we performed GO enrichment analysis to delineate the general functional categories of genes with significantly higher TE in either the NT or the FL (NT-TE-higher and FL-TE-higher), respectively (Fig. 6a; Supplementary Data 8). Interestingly, over 200 NT-TE-higher genes belong to the ‘signal transduction' and ‘Smoothened signalling pathway' GO categories, including multiple core components of the Shh pathway: *Ptch1*, *Gli3*, *Ift172*, *Evc* and *Dync2h1* (Fig. 6b). 

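None of the 5 Shh components *Ptch1*, *Gli3*, *Ift172*, *Evc* and *Dync2h1* was called among all genes tested, where 3 had an unadjusted p under 0.05. All 5 were called when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. In replicates 1 and 2 the TE of each was lower in FL than in NT. In replicate 3 this held for *Evc* alone.
*Ptch1* had 2686 ± 669 normalized Ribo-Seq reads in NT and 888.9 ± 890 in FL (SD, n = 3). Its change in log2 TE was -2.73, -2.49 and 0.04 in replicates 1, 2 and 3, with a mean of -1.72 (standard error 0.68, adjusted p = 0.29 from limma). Its mRNA did not differ detectably between the tissues (log2 change -0.30, standard error 0.48, adjusted p = 0.76 from limma). *Gli3* (uc007pns.1, chromosome 13, 15463235 to 15730026 on GRCm38) changed by -1.36 ± 1.78 and *Ift172* (uc008wyb.1, chromosome 5, 31253277 to 31291116) by -1.39 ± 2.31 (SD, n = 3). *Evc* (uc008xfo.2, chromosome 5, 37289098 to 37336894) changed by -1.39 ± 0.69, and its mRNA was higher in FL by 1.34 on the log2 scale (adjusted p = 0.0088 from limma). *Dync2h1* (uc009occ.1, chromosome 9, 6928503 to 7184446) changed by -2.57 ± 3.28 (SD, n = 3). For *Gli3*, *Ift172* and *Dync2h1* the mean change was smaller than its SD. The RPFs of *Evc*, *Gli3* and *Ift172* did not differ detectably between the tissues (adjusted p = 0.91, 0.38 and 0.25 from limma). Those of *Ptch1* and *Dync2h1* were lower in FL (adjusted p = 0.0047 and 0.014 from limma). Without replicate 3 all 5 genes were NT-TE-higher, *Ptch1* at -2.61 with an adjusted p of 7.5e-05 from limma, and under DESeq2 *Evc* was. Of the 16 genes the paper lists for the smoothened signalling pathway, 0 were called among all genes (11 at an unadjusted p under 0.05), 16 when adjusted over the list alone, and 7 had a lower TE in FL in replicate 3. The paper states that the NT-TE-higher genes include these core components of the Shh pathway.

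**Figure D3:**
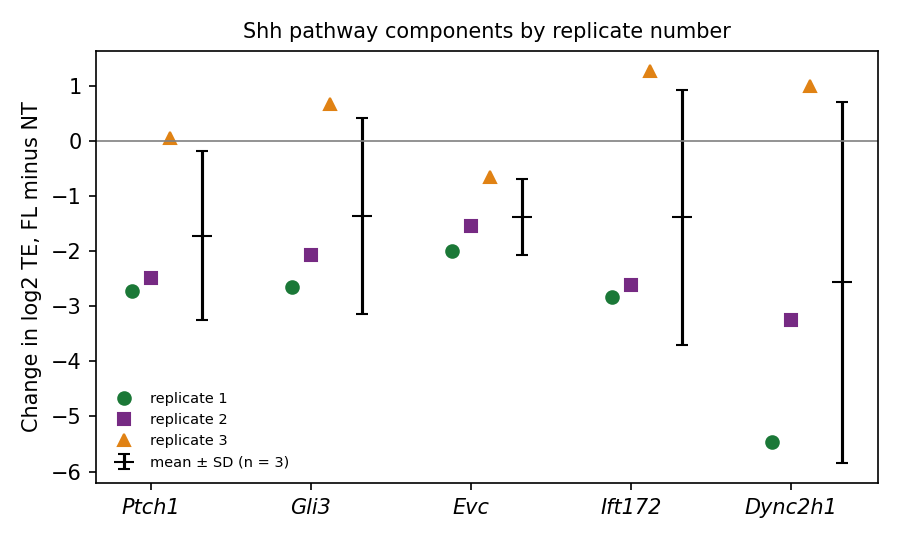
Change in log2 TE, FL minus NT (vertical axis), of 5 Shh pathway genes (horizontal axis) in replicate 1 (circles), replicate 2 (squares) and replicate 3 (triangles), with the mean ± SD (n = 3) to the right of each. Replicates 1 and 2 lie below 0 for every gene, and replicate 3 lies above 0 for all but *Evc*.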

Consistent with this, we observe significantly higher association of these transcripts with translating polysomes in NT compared with FL (Fig. 6c). Direct examination of the levels of PTCH1 in NT and FL reveals a substantially higher level of PTCH1 protein in the developing neural tube despite comparable levels of *Ptch1* transcript (Fig. 6d). The difference in translational regulation of signal transduction genes suggests that a specific reservoir of mRNAs translationally repressed in one tissue type may become de-repressed in another. This may reflect a highly tunable programme of translational control directing unique tissue-specific programs of cell signalling and development. In support of this hypothesis, among the enriched GO categories of NT-TE-higher genes, we observe functional categories belonging to ‘nervous system development', ‘regulation of membrane potential', ‘neurogenesis', ‘neuron migration and differentiation', ‘central nervous system neuron differentiation' and ‘locomotory behaviour' the majority of which have similar mRNA levels between the limb bud and neural tube (Fig. 5b,c). This enrichment of neuron-related functions among the NT-TE-higher genes highlights the unexpected translational control of mRNAs that are designated with tissue-specific functions. However, other GO categories of NT-TE-higher genes such as ‘Sister chromatid exchange' and ‘DNA metabolic process' suggest a more complex picture of translationally regulated mRNAs in the neural tube that is not obviously related to known neural specific functions. Moreover, although there are hundreds of translationally regulated mRNAs in the FL, relatively fewer enriched GO categories of FL-TE-higher genes emerge. Interestingly, however, functional categories associated with FL-TE-higher genes include the ‘intrinsic apoptotic signalling pathway' which comprises multiple core pro-apoptotic components such as *Bad* (BCL2-associated agonist of cell death), *Bax* (BCL2-associated X protein) and *Bid* (BH3 interacting domain death agonist; Fig. 6a; Supplementary Data 8). 

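*Bad* (uc008gjn.2, chromosome 19, 6941861 to 6951899 on GRCm38) had 511.7 ± 229 normalized Ribo-Seq reads in NT and 999.0 ± 467 in FL (SD, n = 3), with 418.8 ± 98.6 and 373.3 ± 57.5 RNA-Seq reads. Its change in log2 TE was 1.08 ± 0.98 (SD, n = 3), with 1.86, 1.39 and -0.02 in replicates 1, 2 and 3. *Bax* (uc009gvi.1, chromosome 7, 45461697 to 45466898) changed by 1.27 ± 1.12 and *Bid* (uc009dnv.1, chromosome 6, 120891930 to 120916853) by 1.04 ± 1.30 (SD, n = 3). In replicates 1, 2 and 3 the change was 2.24, 1.53 and 0.04 for *Bax* and 2.54, 0.28 and 0.31 for *Bid*, so that for *Bid* replicate 1 alone had a large change, and without replicate 1 it was 0.29. The adjusted p from limma over all genes was 0.29, 0.29 and 0.30, so none was called, and 1 of the 3 had an unadjusted p under 0.05. All 3 were called when adjusted over the list alone, a list the study drew from these samples, and without replicate 3. Under DESeq2 *Bax* was called. Of the 27 genes the paper lists for the intrinsic apoptotic signalling pathway, 0 were called among all genes and 22 when adjusted over the list alone. At an unadjusted p under 0.05 there were 18. The TE was higher in FL for 27 of the 27 in replicate 1, 26 in replicate 2 and 14 in replicate 3.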

Notably, spatiotemporal control of apoptosis plays a particularly crucial role in shaping limb morphogenesis and is required for example, to eliminate webbing between digits where there is a genetic requirement for *Bax*, and *Bak* in the control of this process^24^. Cell death is also required within the anterior and posterior necrotic zones as well as within the opaque patch of the limb bud^25^. Altogether, these findings reveal unique tissue-specific programs of translational control, adding an important layer of regulation that further diversifies the spatial expression of genes between tissues at the same stage of embryonic development.

## Discussion

Altogether, our studies provide the first snapshots of pervasive translational regulation in developing mammalian embryos, which is fundamental to tissue patterning and cell fate specification. Previous studies using synthetic and systems biology approaches have proposed that translation could be a greater source of noise in gene expression than transcription^26^. Therefore, the overall widespread translational regulation identified in our studies may minimize noise and fluctuations to ensure the robustness of embryogenesis in gene expression and act as a gatekeeper of cell signalling critical for developmental decisions. We speculate that the translation control of upstream signalling components and/or key enzymes that are usually dosage-sensitive and rate limiting, may increase the magnitude of translational regulation in efficiently controlling the overall output or strength of a particular signalling pathway. Such highly tunable translation regulation may act as a rapid response to upstream signalling cues and further feedback on control of the pathway. This level of translational regulation to the core signalling circuitry may further explain how the same signalling pathways can be reused in different tissues and time points in development to give rise to distinct outputs in cell fate decisions and tissue patterning. In particular, the unexpected widespread differences in TE observed spatially between different developing tissues offer a tissue-specific programme to selective modulate the levels and magnitude of cell signalling at the post-transcriptional level.

One outstanding question is the nature of both *cis-* and *trans-*acting molecular components that may confer transcript-specific translational regulation to mammalian development of the hundreds of key cell signalling and patterning genes as identified in our studies. Our analysis reveals that the cues for translation regulation are driven, at least in part, by information encoded in the 5′-UTR of the transcript itself in the form of a complex landscape of uORFs. Our mutagenic analysis of uAUGs within signalling components coupled by their CRISPR-mediated deletion in mESCs provides direct evidence for the role of uORF usage in regulation of developmental signalling pathways. Future studies will enable further characterization of additional *cis-*acting elements and eventually to define the repertoire of *trans-*acting factors that might confer spatial and temporal specificity at the level of translation. In this respect, the pronounced effect of uORF-mediated repression on PTCH1 translation and Shh signalling is unexpected and suggests that a default state may be to stringently limit the threshold of pathway activation at the level of translational control. This point of regulation may enable more fine-tuned expression of pathway components beyond transcriptional control and also limit the upper levels in possible activation of key signalling pathways. For example, several components of the Shh signalling pathway when overexpressed can also cause tissue overgrowth and cancer development^27^,^28^,^29^ and thereby stringent translational repression may serve as a critical bottleneck to inappropriate pathway activation.

Altogether, our findings underscore a vital layer of post-transcriptional gene regulation guiding mammalian development and suggest that the translationally regulated profiles of mRNAs, in particular the core signalling components, 5′-UTR *cis*-regulatory elements, and molecular regulators of transcript-specific translational control have endowed a new layer of regulation to a relatively fixed number of patterning and cell signalling genes utilized throughout metazoan evolution.

## Methods

### Mice

Mice were housed under a 12 h light/dark cycle with free access to food and water. *T-Cre* (*Tg(T-cre)1LWD/J*) mice were generously provided by Mark Lewandoski. The *mTmG* (*R26-mTmG*^*flox/flox*^ (Stock#007576)) were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). FVB/NJ (Stock# 001800) mice were purchased from Jackson Laboratory and used as wildtype. All animal work was performed in accordance with protocols approved by Stanford University's Administrative Panel on Laboratory Animal Care.

### FACS sorting

Filming media (DMEM F12 1:1, 10% FBS) and PBS were chilled on ice and treated with 100 μg ml^−1^ cycloheximide (Sigma, 01810). Pregnant *R26-mTmG*^*flox/flox*^ females were crossed with *Tg(T-cre)1LWD/J* males. The morning of vaginal plug was considered as E0. Pregnant females, 3–8 months of age, were euthanized at day E11.5 of gestation and the uterus was removed and washed with 1xPBS containing 100 μg ml^−1^ cycloheximide. Embryos were screened under a fluorescent microscope to identify *R26-mTmG*^*flox/+*^; *Tg(T-cre)1LWD/J* embryos, which were then dissociated into single cells using 1% trypsin (Gibco, 27250-018) containing 100 μg ml^−1^ cycloheximide at 37 °C for 30 min.The reaction was stopped with addition of media followed by pipetting (10 times) to dissociate cells completely. Cells were then washed with PBS, re-suspended in filming media, and passed through a 40-μm nylon filter (Falcon, 352340) to remove doublets and cell clumps. Dissociated cells were FACS sorted into GFP^+^ populations at Stanford Shared FACS Facility. Cells were collected into filming media and washed with PBS. Cells were then split into two tubes for Ribo-Seq and RNA-Seq respectively.

### Dissection of neural tube and forelimb

Pregnant FVB females, 3–8 months of age, were euthanized at E11.5, the uterus was dissected and embryos were taken out and placed into PBS containing 100 μg ml^−1^ cycloheximide. Microdissections were performed in filming media (DMEM F12 1:1, 10% FBS) containing 100 μg ml^−1^ cycloheximide in a Sylgard dissection dish (Sylgard 184 Silicone Elastomer Kit; Dow Corning). The neural tube and forelimbs were collected from the same embryos. For neural tube analysis, embryos were pinned to the dish (Austerlitz dissecting pins, FST) with the ventral surface of the embryo facing down. The neural tubes were separated from somites utilizing a tungsten needle (Sharpoint) from the hind limb, which served as a landmark, to the rhombomeres. For some experiments, neural tubes were snap frozen in liquid nitrogen and stored at −80 °C. Otherwise, they were dissociated at 37 °C for 30 min using Papain tissue dissociation kit (Washington, LK003150). After incubation, cells were washed using manufacture's protocol, rinsed in PBS and then split into two tubes for Ribo-Seq and RNA-Seq respectively.

### Ribo-Seq

For Ribo-Seq, the cell pellet was re-suspended in 200 μl of cold lysis buffer (20 mM Tris pH 7.5, 150 mM NaCl, 15 mM MgCl_2_, 100 μg ml^−1^ cycloheximide, 1 mM DTT, 1% Triton X-100, 8% glycerol, 20 U ml^−1^ TURBO DNase (Ambion, AM1907)) and incubated for 30 min at 4 °C with occasional vortexing. The lysate was clarified by sequential centrifugation for 5 min at 1,800*g* and 10,000*g* at 4 °C to remove nuclei and mitochondria. The lysate was then treated with RNase I (Ambion, AM2294) for 30 min at RT to digest mRNAs not protected by the ribosome. The digestion was stopped by adding 4.5 μl of SUPERaseIn RNase Inhibitor (20 U μl^−1^, Ambion AM2696). Lysate was then loaded onto a 1 M sucrose cushion. Ribosomes were pelleted by ultracentrifugation at 70,000 r.p.m. for 4 hr at 4 °C by TLA120.2 rotor. The pellet was re-suspended in Trizol (Invitrogen, 15596) and RNAs were extracted by following manufacturer's protocol.

### RNA-Seq

After centrifugation, the cell pellet was re-suspended in Trizol (Invitrogen, 15596) for RNA extraction. RNA was extracted and polyA mRNA was isolated using Oligotex mRNA Mini Kit (Qiagen, 70022) following manufacturer's protocol. Purified mRNAs were fragmented in alkaline fragmentation buffer (100 mM NaCO_3_ pH9.2, 2 mM EDTA).

### Deep-sequencing library production

Library preparation was conducted following the published protocol^11^. Briefly, RPFs and fragmented RNAs were loaded onto a 15% urea gel. 28–31 nt RPFs and 30–50 nt fragmented RNAs were excised from the gel for Ribo-Seq and RNA-Seq respectively. RNAs were eluted, dephosphorylated by PNK (NEB, M0201S), and ligated to the miRNA Cloning linker (NEB, S1315S) by T4 RNA Ligase2 truncated K227Q (NEB, M0242S). Ligated RNA was gel purified and reverse transcribed by Superscript III (Invitrogen, 18080). Gel purified cDNAs were circularized by Circligase (Epicentra, CL4111K) and rRNA sequence were subtracted using biotinylated oligos^10^. Amplification was done using Phusion High Fidelity DNA Polymerase (NEB, M0530S). PCR amplification was performed for 10–15 cycles and products were loaded onto non-denaturing 8% PAGE gel. DNA fragment were purified for Illumina sequencing.

### Sequence alignments

Sequencing reads were parsed by cutadapt^30^ to remove the 3′ adapter sequence and reads with good sequencing qualities (Phred quality score>33) were kept. A layered alignment was performed to first discard reads mapping to rRNA, tRNA or snRNA sequences. Non-rRNA/tRNA/snRNA reads were then aligned against the canonical isoform of UCSC known gene transcripts (mm10)^31^. Only uniquely mapped reads were kept for the analysis. The total number of reads, reads after rRNA/tRNA/snRNA removal, and number of unique reads mapped to the canonical isoform of UCSC known genes are reported in Supplementary Data 1.

### Assessing the quality of deep-sequencing libraries

The quality of the Ribo-Seq and RNA-Seq libraries was assessed by analysing the distribution of reads aligning to different functional regions (5′-UTR, CDS and 3′-UTR) of the transcriptome, reads size distribution, triplet periodicity and metagene analysis of reads distribution around the beginning and end of CDS. The set of genes included in the metagene analysis was obtained after filtering by gene length (5′-UTR≥50 nt, 3′-UTR≥50 nt and CDS≥500 nt) and number of reads (≥300 reads mapped to the gene). Reads mapping to each gene were further normalized to the same scale by dividing the total number of reads mapped to that gene. The average reads density near the start (last 30 nt in 5′-UTR and first 150 nt in CDS) and stop (last 150 nt in CDS and first 30 nt in 3′-UTR) across all genes analysed were plotted in Supplementary Fig. 3d.

### Analysis of translational efficiency and regulation

Mapped RPFs were assigned to a specific position based on the A sites. The position of A site in relative to the 5′ end of each read is calculated according to the following rule: ≤29 nt:+14 nt; 30–31 nt:+15; 32–35 nt:+16 and ≥36 nt:+17, similar to previously described^10^. Since translational efficiency is assessed based on the abundance of RPFs compared with the RNA abundance, RNA-Seq reads were processed in the same way as RPFs. Due to the pileup of ribosomes at the beginning of coding region caused by the cycloheximide treatment (Supplementary Fig. 3d), reads mapping to the first 15 or last 5 codons were excluded from the analysis following published methods^10^,^11^. To simplify the analysis, only the canonical isoform of UCSC known gene transcripts (mm10)^31^ was considered. For each gene, total number of RPFs and RNA reads mapping to the CDS excluding the first 15 or last 5 codons were counted and fed into the downstream analysis. The Ribo-Seq and RNA-Seq were analysed together applying the framework of generalized linear model (GLM) in the DESeq R package^12^,^13^. First, the effective library size of each deep-sequencing library was calculated and raw read counts data were normalized by DESeq. Normalized read counts of each biological replicate were reported in Supplementary Data 2 and 7. Variance-mean dependence in count data was estimated and differential gene expression/regulation was tested using a model of negative binomial (NB) distribution. Specifically, for the analysis translation regulation in one tissue type (that is, mesoderm for Fig. 1), a linear regression was performed to the normalized read counts with log link, as a function of library type (‘RNA-Seq' or ‘Ribo-Seq') and replicate variables (‘replicate 1', ‘replicate 2' or ‘replicate 3'). Here the coefficient of library type variable (‘Ribo-Seq' over ‘RNA-Seq') is a measurement of TE. To reveal the differences in translational regulation comparing between tissues (neural tube and forelimb in Fig. 5), we analysed the interaction term of the library types (‘Ribo-Seq' and ‘RNA-Seq') with sample types (‘Neural tube' or ‘Forelimb'). The coefficient of this interaction term is a measurement of changes in TE between tissues. P-values were adjusted using the Benjamini-Hochberg (BH) procedure for multi-testing and these adjusted p-values (that is, FDR) were reported for each gene in Supplementary Data. We used the DREME tool^32^ to search for enriched sequence motifs among translationally regulated components of the Shh, Wnt and Hippo pathways (shown in Fig. 3a). Shuffled input sequence was used as control. No significantly enriched sequence motifs were identified in these 5′-UTRs.

### GO and pathway analysis

Gene ontology (GO) enrichment and clustering analysis was performed using ClueGO^33^ for genes under translational control in the mesoderm at E11.5 (Fig. 1), and genes with distinct TE between the neural tube and forelimb (Fig. 6). The following parameters were used in all analyses: Reference set: all genes analysed; Enrichment: Right-sided hypergeometric test; *P*-value adjustment: Benjamini-Hochberg adjustment. Enriched GO terms were then grouped using Kappa statistics with leading group term based on highest statistical significance. For Fig. 1c, each group is displayed by different colour-shaded circles. Each node represents one significantly enriched GO term colour-coded by its adjusted p-value (FDR) of enrichment, with size of the node proportional to the number of associated genes. Edges indicate similarity (Kappa score >0.4) between the two connected GO terms. Edges with an arrowhead indicate a regulation relationship between nodes. For enriched GO categories of genes with distinct TE between the neural tube and forelimb, only the leading GO terms in each group with adjusted *P*<0.05 and containing ≥10 genes are displayed in Fig. 6a, and all enriched GO terms with adjusted *P*<0.05 are listed in Supplementary Data 8.

### 5′ RACE

RNA was purified from dissected E11.5 neural tubes and somites using Trizol (Invitrogen, 15596). Full-length status of the transcript was defined based on the presence of a capped 5′ end. The reverse transcription template was produced using ExactSTART Eukaryotic mRNA 5′-& 3′-RACE Kit (Epicentre, ES80910) following the manufacturer's protocol and reverse transcribed using Superscript III with a primer in the coding region of *Ptch1*, *Smo*, *Gli1, Wwc1, and Sav1*. For each gene, the 5′-UTR fragment was amplified using KOD Xtreme Hot Start DNA polymerase (Millipore, 71975) with a gene specific reverse primer and a forward primer at the 5′ linker. PCR products were adenylated, gel extracted and subcloned into TOPO TA cloning vector (Invitrogen, 450030) for sequencing.

### Plasmids

Identified 5′-UTRs were amplified and cloned into the HindIII and NcoI sites of pGL3 –SV40 control vector (Promega) using Gibson assembly (NEB, E2611). Mutations of upstream start sites, changed to AAG or CAG, were generated by site-directed mutagenesis. Non-canonical start sites with a favourable Kozak sequence were defined as A/G at +3 nt and G at −1 nt position. The stop codon (ugUGA) for *Ptch1* 3rd and 5th uAUGs was mutated to ugAGA. This resulted in a new STOP codon for the 4th uAUG. To make frame shifts, C or CC were inserted just before the main CDS. The 5′-UTR sequences are presented in Supplementary Table 1 and all plasmids are listed in Supplementary Table 2.

### Fluc and Rluc activity

NIH3T3 cells were seeded in 12-well plates at a density of 1 × 10^5^ cells per well in growth media (10% FBS (Hyclone, SH30071.03), Penn/Strep (Gibco, 15140–122), DMEM (Gibco, 11965–118). Cells were transfected with 800 ng of pGL3 (Firelfy luciferase) construct containing full-length or mutant 5′-UTRs of Shh or Hippo pathway components or HBB and 100 ng of pRL (Renilla luciferase) control construct per well, with Lipofectamine 2,000 in Optimem (Invitrogen, 11668-019; 11058-021) following manufacturer's instructions. At 48 h post-transfection, cells were washed twice with PBS, harvested and split between two tubes. Cells in one tube were suspended in Trizol (Invitrogen, 15596) and RNA was purified using PureLink RNA Mini Kit (Thermo Fisher, 12183018) followed by TURBO DNase (Ambion, AM1907) treatment. Firefly and Renilla luciferase RNA amounts were quantified by RT-qPCR. The cells in the second tube were lysed and assayed using Dual Luciferase kit (Promega, E1980). Firefly luciferase activity was normalized to Renilla luciferase activity and the translation efficiency of Firefly reporter construct was calculated from Firefly luciferase RNA amount normalized to Renilla luciferase relative to the *HBB* construct. Each experiment was performed a minimum of three times, each containing two technical replicates. Statistical analysis was performed using Student's *t*-test.

### CRISPR/Cas9-mediated deletion and neuronal differentiation

CRISPR/Cas9-mediated deletion of uORFs in Ptch1 5′-UTR was performed largely as described by Li *et al*.^34^. In brief, guide RNAs (gRNAs) were designed using the CRISPR design tool ( http://crispr.mit.edu/) - three individual gRNAs were designed for cleavage on the 5′ and on the 3′ side of the targeted region and tested for efficient deletion of the target region in mouse ESCs. Each gRNA was subcloned into plasmid encoding Cas9 with an integrated puromycin selection cassette ( https://www.addgene.org/62988/). Pairs of gRNAs for the *Ptch1* uORF deletion were transfected into *Nkx2.2:CreEGFP* mESCs (a kind gift of Drs Lori Sussel and Mark Magnuson): cells were seeded at a density of 500,000 cells per well of a gelatinized 6-well plate in standard ES cell media 15% FBS (Millipore, ES-009-B), 1 × L-glutamine (TMS-002-C, Millipore), 1 × non-essential amino acids (TMS-001-C, Millipore), 300 μl 2-mercaptoethanol (ES-007-E, Millipore), 30 μl LIF (ESG1107, Millipore) in 250 ml Knockout DMEM (10829-018, Life Technologies), 1 × penicillin/streptomycin (TMS-AB2-C, Millipore) supplemented with 1 mM MEK inhibitor (Cayman, 13034) and 1 μM GSK3 inhibitor (CHIR99021, Cayman, 13122). Cells were allowed to adhere for 4 h, media was changed and 30 min later cells were transfected using Lipofectamine 3,000 (Invitrogen, L3000001) following manufacturer's instructions. For each well, we used 1 μg of each gRNA as well as 0.5 μg of membrane Kate plasmid to allow monitoring of transfection efficiency. Media was changed after 4–6 h. Cells underwent selection 24 h after transfection using 1.5 μg ml^−1^ puromycin for 48 h (Sigma, P8833-10MG). The surviving cells were seeded at low density on gelatinized plates and 4–7 days after plating individual clones were picked and replica plated onto two gelatinized 96-well plates. After 4–7 days, homozygous mutants were identified by positive PCR genotyping to identify presence of the mutant allele (using primers flanking the deleted region) and confirmed by negative PCR to confirm absence of wildtype allele (using a primer within the deleted region). Homozygous clones were expanded and used for the differentiation experiments. PCR primers and gRNA sequences are listed below:

*Ptch1* F 1348 5′-CGGCGTTACCAGCCGAGGCC-3′

*Ptch1* R 1671 5′-CTGCTGGTGCTGCTGCGGCT-3′

*Ptch1* Internal 1670 5′-GCCTTCCATTGCCACATTGCG-3′

gRNA *Ptch1* 67 5′-GCGGGTCTGTCACCCGGAGC CGG-3′

gRNA *Ptch1* 65 5′-GCGCGGGGCGGGGACGTCTG GGG-3′

### Monolayer NPC differentiation

Mutant and control mESCs were differentiated into ventral motor neurons following protocols established by E. Kutejova and J. Briscoe^19^. Briefly, CellBind tissue culture dishes (Corning, 3294) were gelatinized overnight in 0.1% gelatin solution (Sigma, G1393-100 ml) and washed twice with 1 × PBS the following day. Mutant and control wildtype mESCs were trypsinized following standard protocols and pelleted in fresh mESC media. The pellets were washed twice (first in 1xPBS and then in N2B27 media) and the cells were re-suspended in 1 ml of fresh N2B27 media (DMEM/F12+Glutamax Invitrogen, 10565-018, Neurobasal medium (Invitrogen, 21103-049), B27 (Invitrogen, 17504-044), N2 Max media supplement (R&D, AR009), BSA 20 mg ml^−1^ in PBS (Sigma, A3156), penicillin/streptomycin (TMS-AB2-C, Millipore), B-mercaptoethanol (M3148-25ML, Sigma), counted and a drop of 75,000-85,000 cells in 100 μl of media was seeded in the center of each dish. Cells were allowed to settle for 3 min and the dishes were topped up with 1.5 ml of N2B27 medium. Media was changed every 24 h from day 0 to day 3. On day 3, the media was supplemented with 30 nM Retinoic Acid (R2625-100MG, Sigma). After 8 h of culture, fresh media containing 30 nM RA and either 500 nM SAG (5666601-1 mg, Millipore/Calbiochem) or 2 μg ml^−1^ of recombinant SHH protein (464-SH-025, R&D) was added^19^,^30^- this was counted as day 3.5. Between day 3.5 and day 5 media (supplemented with fresh RA and either SAG or SHH protein) was changed every 12 h. Cells were collected at 0, 4, 12 h or day 5 (36 h) after the initiation of SAG or SHH treatment as indicated and used for downstream analysis. For immunostaining, cells were washed 3 × with cold 1 × PBS and fixed for 10 min in 4% PFA/PBS at 4 °C. Cells were then washed 3 × with cold 1xPBS and incubated for 1 h in blocking solution (10% goat serum, 0.1% Triton-X in PBS) and incubated with primary antibodies against FOXA2 (1:100, DSHB, 4C7c) or NKX2.2 (1:100, DSHB, 74.5A5) in blocking solution, overnight at 4 °C, in a humidified chamber. The next day, the cells were washed in wash buffer (1% goat serum, 0.1% Triton-X, PBS) 3 × and incubated with secondary antibody at a concentration of 1:200 in blocking solution (goat-anti-mouse Alexa 488 IgG, Invitrogen, A11017) and DAPI (1:1,000) for 45 min at room temperature. Cells were washed with wash buffer 3 × , mounted in Fluoromount-G (SouthernBiotech) and examined using a Spinning Disc confocal microscope. For each mutant or control line, we examined 3–5 independent cultures seeded on different days. For each sample, we acquired 10 images of a single plane at × 63 and quantified the number of positive cells in the image normalized by the surface area containing in-focus, confluent cells. The average number of positive cells/area was determined across 10 images and used as *n*=1. The same analysis was repeated across two other independent samples per genotype. The average number of positive cells/area was then determined for *n*=3 wildtype and *n*=3 mutant samples and compared using Student's *t*-test, <0.05 was deemed significant.

### Western blot analysis

Microdissected neural tubes were lysed in 50 μl RIPA buffer (150 mM NaCl, 50 mM Tris-HCl (pH7.4), 5 mM EDTA (pH8.0), 1 mM EGTA (pH8.0), 0.1% SDS, 1.0% NP-40, 0.5% deoxycholate, 1 × Combined Protease and Phosphatase Inhibitor (Thermo 78443)) and 10 μl of the lysate was removed and dissolved in Trizol (Invitrogen, 15596) for RNA extraction and RT-qPCR analysis. Lysates were incubated for 5 min on ice and genomic DNAs were sonicated by Bioruptor (Diagenode). Cell lysates were then spun at 14,000 r.p.m. for 5 min at 4 °C to remove debris and the supernatant was collected. For western blot analysis, protein concentration was measured by BCA assay (Pierce, 23225), and 20 μg of protein was loaded onto 4–20% SDS–PAGE gel. After running, proteins were transferred by semi-dry transfer system using Trans-Blot Turbo (Bio-Rad) following manufacture's protocol. PTCH1 proteins were wet transferred to a PVDF membrane using a Mini Trans-Blot Electrophoretic Transfer Cell (Bio-Rad). The PVDF membranes were blocked in 5% nonfat dry milk in PBST for 1 h, and incubated overnight at 4 °C with anti-PTCH1 (1:500, kind gift of Matthew Scott's lab), anti-ACTB (1:5,000, Sigma) and anti-GAPDH (1:5,000, Ambion, AM4300), then washed three times for 5 min in PBST, incubated with appropriate secondary antibodies conjugated to horseradish peroxidase (anti-Mouse and anti-Rabbit from GE Healthcare) for 1 h, and then washed three times for 5 min in PBST. The western blot signals were developed using Clarity Western ECL Substrate (Bio-Rad, 1705060) and imaged with ChemiDoc MP (Bio-Rad). Signal intensity of each band was quantified by ImageJ and protein amount was normalized to GAPDH and compared between tissues or genotypes.

### RT-qPCR analysis

For embryonic RNA preparation, E11.5 neural tubes or forelimb samples were dissected and RNA was isolated with Trizol (Invitrogen, 15596) following the manufacturer's protocol. 0.1 μg of RNA (both of total and sucrose-gradient sample) was converted to cDNA using iScript Reverse Transcription Supermix for RT-qPCR (BioRad, 1708840). cDNA was diluted twofold and 2 μl used to run a SYBR green detection RT-qPCR assay (SsoAdvanced Universal SYBR Green supermix (1725270) and CFX384, BioRad). Data was analysed and converted to relative RNA quantity using CFX manager (BioRad). Primers were used at 300 nM per reaction. All qPCR primer sequences are listed in Supplementary Table 3.

### Sucrose-gradient fractionation

Sucrose gradient fractionation was performed on microdisected neural tubes or forelimbs from E11.5 (23 +/−2.5 somites from tail to hind limb) following established protocols as described elsewhere^35^. Each embryo was suspended in lysis buffer (20 mM Tris pH 7.5, 150 mM NaCl, 15 mM MgCl_2_, 100 μg ml^−1^ cycloheximide, 1 mM DTT, 1% Triton X-100, 8% glycerol, 20 U ml^−1^ TURBO DNase (Ambion, AM1907), 100 U ml^−1^ SUPERase RNase inhibitor (Ambion)), dissociated by pipetting 10 times and incubated on ice for 30 min. After fractionation, 100 ul of 10% SDS (final concentration 1%) containing 1 ng ml^−1^ *in vitro* transcribed Firefly luciferase RNA was added to each fraction and RNAs were extracted using Phenol/chloroform followed by isopropanol precipitation and fractions were combined for RT-qPCR. RNA purification efficiency for each fraction was normalized by Firefly luciferase RNA.

### Data availability

Sequencing data are deposited in the Gene Expression Omnibus under accession number GSE86467. 5′UTR sequences have been deposited in Genbank, under accession numbers KY442312 (*Ptch1*), KY442313 (*Smo*), KY442314 (*Gli1*), KY442315 (*Nf2*), KY442316 (*Wwc1*), KY442317 (*Sav1*), and KY442318 (*Lats2*). The data that support the findings of this study are available from the corresponding author upon request.

## Additional information

**How to cite this article:** Fujii, K. *et al*. Pervasive translational regulation of the cell signalling circuitry underlies mammalian development. *Nat. Commun.* **8,** 14443 doi: 10.1038/ncomms14443 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables

Supplementary Data 1 Sequencing depth and reads distributions of the Ribo-Seq and RNA-Seq libraries

Supplementary Data 2 The transcriptional and translational profiles of gene expression in the mesoderm at E11.5

Supplementary Data 3 Enriched GO categories (biological processes) among TE-high genes in the mesoderm at E11.5

Supplementary Data 4 Enriched GO categories (biological process) among TE-low genes in the mesoderm at E11.5

Supplementary Data 5 Enriched GO categories (molecular function) among TE-low genes in the mesoderm at E11.5

Supplementary Data 6 The transcriptional and translational profiles of Fig. 2 signaling components in the mesoderm at E11.5

Supplementary Data 7 RNA-Seq and Ribo-Seq identified genes with significantly different TE comparing the neural tube (NT) and forelimb (FL) at E11.5

Supplementary Data 8 Enriched GO categories (biological process) among genes with significantly different TE in the neural tube (NT) compared to the forelimb (FL) at E11.5

## Figures and Tables

**Figure 1:**
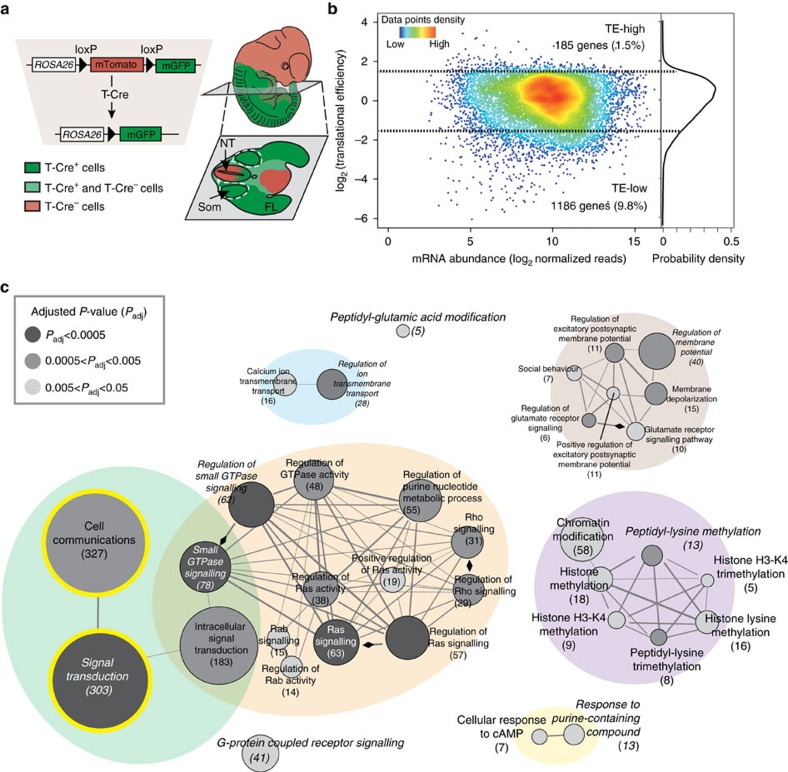
Ribo-Seq in parallel with RNA-Seq reveals extensive translational regulation of key signalling components. (**a**) Double-fluorescent T-Cre reporter system allows marking of mesodermal lineage. T-Cre mediates the excision of the ubiquitously expressed mTomato cassette which results in expression of mGFP. Cross section shows distribution of GFP^+^ mesodermal cells in the E11.5 embryo. Arrows and labels indicate NT (neural tube), Som (somites), and FL (forelimbs). (**b**) The distribution of log_2_TE (translational efficiency) over mRNA abundance (log_2_ normalized reads) in the mesodermal lineage at E11.5, with the densities of data points indicated as colours. 1,186 and 185 genes comprising 9.8 and 1.5% of the total analysed genes are defined as TE-low and TE-high respectively, whose TE is significantly lower or higher than the median (false-discovery rate (FDR)<0.05) and the difference at least threefolds. (**c**) The network of enriched GO categories (biological process) among TE-low genes clusters into several functional groups represented by circles of different colours. Each node represents one enriched GO category colour-coded by its adjusted *P*-value (FDR) of enrichment, with the size of the node proportional to the number of associated TE-low genes. Edges indicate similarity (Kappa score >0.4) between the two connected GO categories. Edges with an arrowhead indicate a regulation relationship between nodes. The number of TE-low genes is shown in the parenthesis underneath the name of each GO term. The most significantly enriched GO category from each group is designated as the leading group term and highlighted in italic. Signal transduction and cell communication categories are highlighted with a yellow outline.

**Figure 2:**
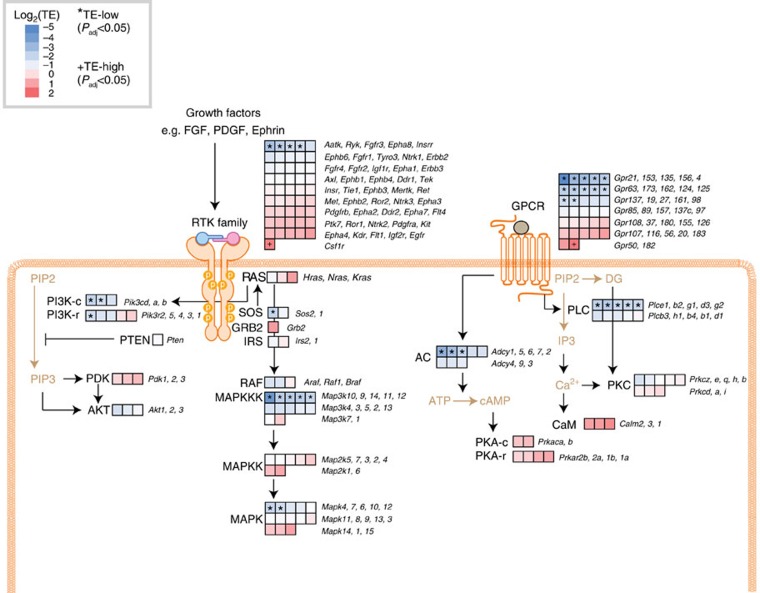
The intracellular signalling network in response to growth factors as a paradigm of translational control. Shown is an integrative view of all core signalling components of the growth factor signalling pathway. Each square represents one gene paralogue of the indicated gene family (except for the RTK (receptor tyrosine kinase) which contains multiple gene families, where each square represents one gene encoding an RTK). The translational efficiency of each gene in the mesoderm at E11.5 is shown by colour-coding in a blue (TE-low) to red (TE-high) scale. PI3K-c/PKA-c and PI3K-r/PKA-r refer to their catalytic and regulatory subunits respectively. The *or^+^mark genes that have significantly low (TE-low) or high (TE-high) translational efficiency as defined in Fig. 1. Pointed arrows or blunt arrows indicate either stimulation or inhibition in signal transduction.

**Figure 3:**
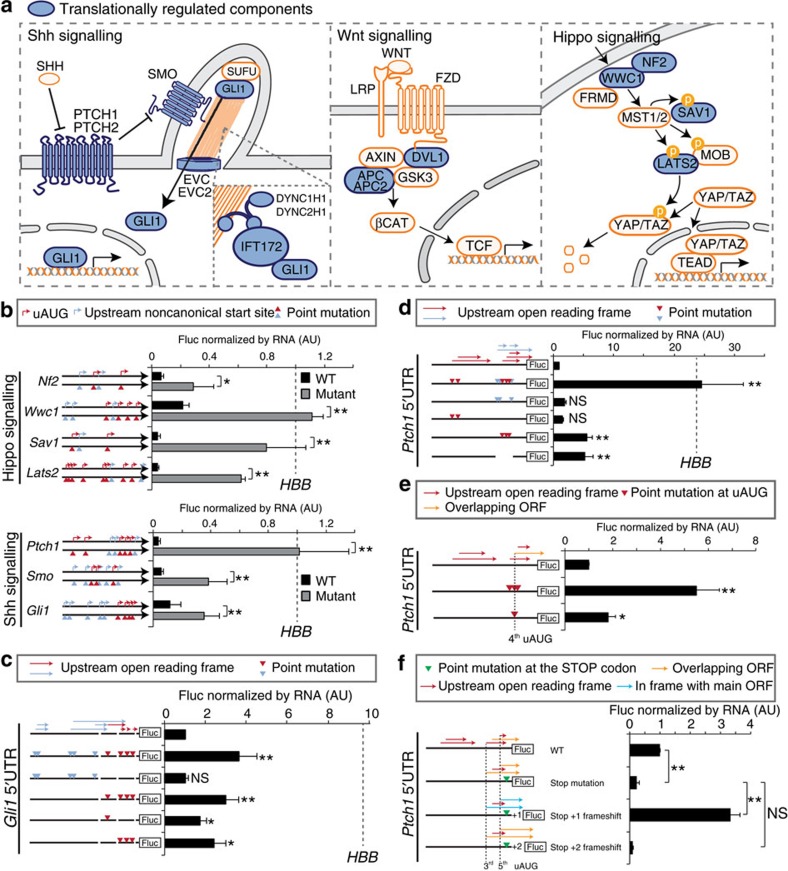
Characterization of uORFs as potent *cis*-acting repressors in the translational regulation of signalling pathway genes. (**a**) Multiple core components of Shh, Wnt and Hippo pathways that are under significant translational regulation are shown in blue. Pointed and blunt arrows indicate stimulation or inhibition. (**b**) Firefly luciferase (Fluc) reporter activity downstream of 5′-UTRs of Hippo or Shh pathway genes. Values are shown relative to *HBB* 5′-UTR construct indicated by the dashed line. Full-length wildtype 5′-UTRs contain multiple uAUGs (red arrows) and non-canonical initiation sites within a strong Kozak context (blue arrows). Black bars indicate activity of wildtype 5′-UTR, grey bars indicate activity of mutated 5′-UTRs in which point mutations were generated in all uAUGs (red triangles) and non-canonical initiation sites (blue triangles). (**c**–**f**) Values are shown relative to wildtype 5′-UTR constructs: uORFs initiating at uAUG (red arrows); uORFs initiating from non-canonical start sites (blue arrows); point mutations in uAUGs (red triangle); point mutations in non-canonical start sites (blue triangles). (**c**) Fluc activity downstream of wildtype and mutant *Gli1* 5′-UTR (**d**) or *Ptch1* 5′-UTR. (**e**) uORF overlapping with main ORF (oORF) is indicated by yellow arrows. Point mutation in the 4th uAUG reveals that it is not important for translational repression of *Ptch1* 5′-UTR. (**f**) uORFs that are in frame with main ORF are indicated by blue arrows; oORF (yellow arrows). A green triangle indicates the location of a point mutation (tg‘T'GA to tg‘A'GA). This point mutation disrupts the upstream stop codon for the 3rd and 5th uAUGs changing the two corresponding uORFs to oORFs and producing a new stop codon following the 4th uAUG changing its corresponding sequence from an oORF to an uORF. The insertion of 1 nt (‘Stop+1 frameshift') just before the CDS shifts the 3rd and 5th uAUGs in frame with the main ORF. The insertion of 2 nt (‘Stop+2 frameshift') just before the CDS shifts these uAUGs back out of frame. For data in panels (**b**–**f**) assays were performed in NIH3T3 cells. Fluc reporter activity was normalized to Fluc mRNA and transfection efficiency using co-transfected Renilla luciferase (Rluc) normalized to Rluc mRNA. Error bars represent s.d. AU, arbitrary unit; **P<0.01; *P<0.05; NS, not significant (*t*-test, *n*≥4).

**Figure 4:**
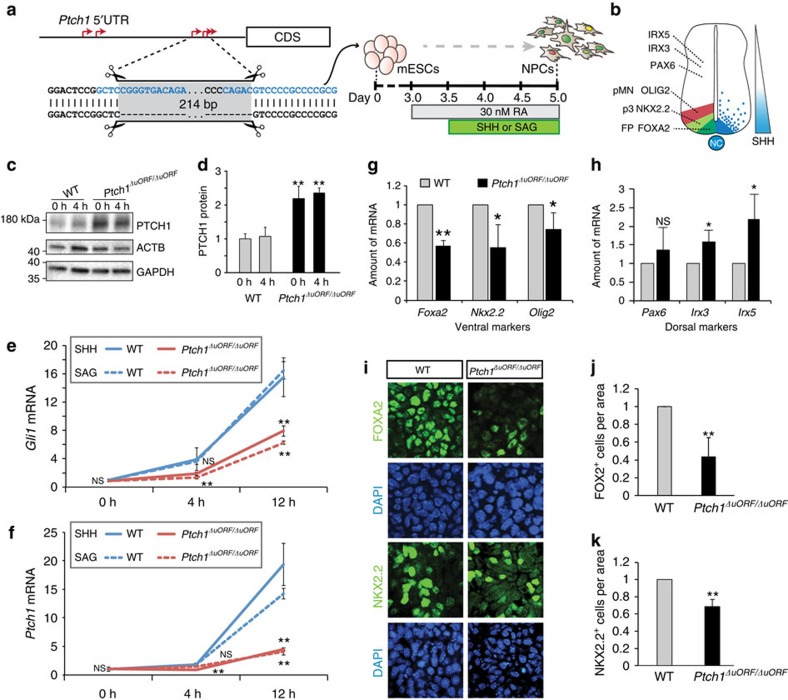
Loss of uORF-mediated translational regulation of *Ptch1* disrupts Shh signalling and neurogenesis. (**a**) The position guide RNA (gRNA) targets for the generation of *Ptch1*^*ΔuORF/ΔuORF*^ homozygous mutant mESC line with CRISPR/Cas9 is shown on the schematic accompanied by the sequence flanking the deletion. gRNA target sequence is indicated in blue. Schematic of monolayer differentiation of mESCs into neural progenitor cells (NPCs) is depicted. RA (Retinoic Acid) treatment is initiated on day 3.0. Shh pathway activation to generate ventral neurons is achieved by stimulation with either recombinant SHH protein or SAG beginning on day 3.5 of differentiation—assays in **c**–**f** are performed at day 3.5+0, 4, 12 h. Differentiation is terminated at day 5 (36 h) (**g**–**k**). (**b**) Schematic illustrates graded Shh signal across the ventral-to-dorsal axis of the developing neural tube. Highest concentration of SHH specifies FOXA2^+^ FP, progressively lower quantities of SHH specify NKX2.2^+^ p3 and OLIG2^+^ pMN neurons. PAX6^+^, IRX3^+^ and IRX5^+^ neurons form in the dorsal portion of the neural tube and are not SHH dependent. (**c**–**d**) Western blot analysis reveals increased PTCH1 protein at 0 and 4 h after SAG treatment. Analysis of (**e**) *Gli1* and (**f**) *Ptch1* mRNA expression at 0, 4 and 12 h after addition of SHH protein (solid lines) or SAG (dashed lines) on day 3.5 of NPC differentiation. (**g**) Analysis of mRNA expression of ventral neuron marker genes (*Foxa2*, *Nkx2.2* and *Olig2*) and (**h**) dorsal neuron maker genes (*Pax6*, *Irx3* and *Irx5*) by RT-qPCR in wildtype and *Ptch1*^*ΔuORF/ΔuORF*^ cells at day 5 of neuron differentiation. (**i**–**k**) Concomitant immunofluorescence staining and quantitation confirms decreased numbers of FOXA2^+^ and NKX2.2^+^ neurons at day 5 of differentiation. (**c**–**k**) Error bars represent s.d. (*t*-test, **P<0.01; *P<0.05; NS, not significant, *n*≥3).

**Figure 5:**
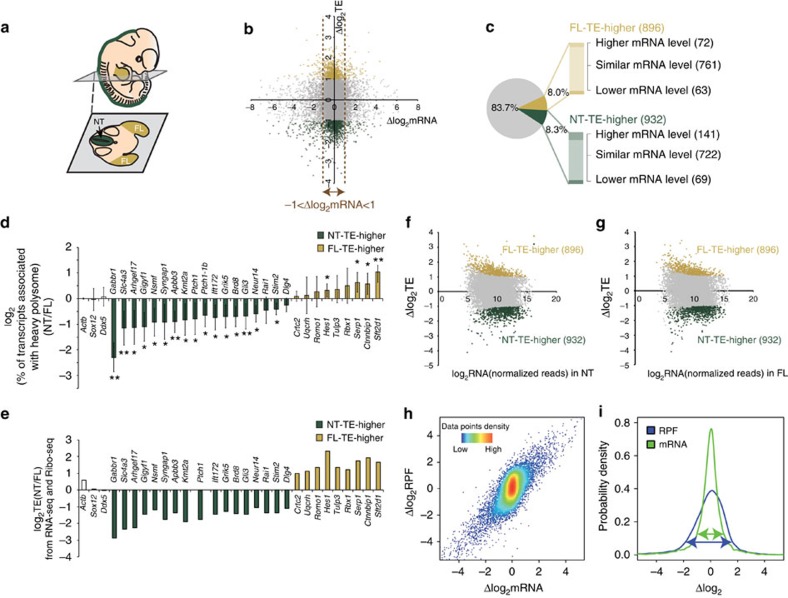
Snapshots of translational landscapes of developing mammalian embryos reveal dynamic translational control of signalling between tissues. (**a**) Schematic illustration of an E11.5 embryo. The neural tube (NT), in dark green, and forelimb (FL), in yellow, were microdissected and assessed for differences in translational efficiency (TE) at a genome-wide level by Ribo-Seq and RNA-Seq. (**b**) Scatter plot of Δlog_2_ in TE over Δlog_2_ in mRNA between the NT and FL. NT-TE-higher and FL-TE-higher are genes with significantly higher TE in NT (FDR<0.2 and Δlog_2_TE<−1) or higher TE in FL (FDR<0.2 and Δlog_2_TE>1), respectively. The vertical dash lines mark the region with no significant change in the mRNA levels in between (−1<Δlog_2_ mRNA<1). (**c**) Pie chart shows the number and percentage of genes having higher TE in the FL (yellow), higher TE in the NT (dark green) and no significant difference in TE (grey). Genes with distinct TEs are further divided according to the changes in the mRNA levels, shown in the column chart. (**d**) log_2_ change in the percentage of mRNAs associated with actively translating polysomes determined by quantifying mRNA in the heavy polysome fractions and normalized by its total. *Ptch1-1b* represents the predominant isoform of *Ptch1* in both in NT and FL (Supplementary Fig. 8), identified by 5′RACE. Error bars represent s.d. (*t*-test, **P<0.01; *P<0.05, *n*≥5). (**e**) Δlog_2_TE between NT and FL from Ribo-Seq and RNA-Seq analysis. (**f**,**g**) Scatter plot of Δlog_2_TE between tissues over the mRNA abundance (log_2_mRNA(normalized reads)) in (**f**) NT and (**g**) FL. (**h**) Shown is the distribution of Δlog_2_ in RPFs over the Δlog_2_ mRNA between NT and FL at E11.5. (**i**) Comparison of the probability density distribution of Δlog_2_ in mRNA (green) and RPFs (blue) reveals a significantly greater change in the RPFs than mRNAs between the tissues. (**b**–**i**) Colour key: higher TE in the FL (yellow), higher TE in the NT (dark green) and no significant difference in TE (grey).

**Figure 6:**
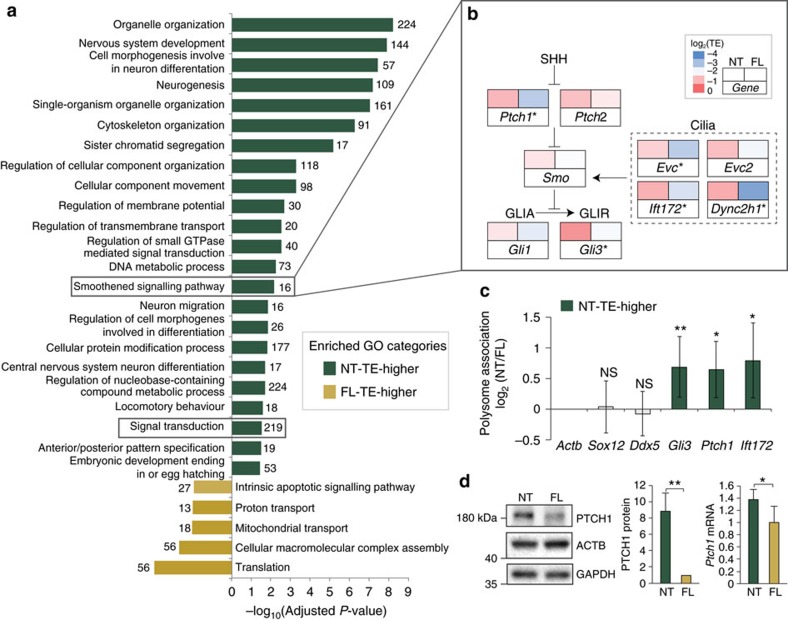
Translational regulation of the Shh signalling pathway between tissues. (**a**) Bar graph showing the enriched GO categories of genes with higher TE in the neural tube (NT) in dark green and forelimb (FL) in yellow. The height of each bar shows the significance of enrichment and the number of associated genes in each GO categories with either higher TE in the NT or FL is indicated. Grey boxes highlight the ‘Smoothened signalling pathway' and ‘Signal transduction' GO categories. (**b**) Comparison of translational efficiency (TE) of Shh pathway components between tissues. Adjacent boxes depict neural tube (NT) and forelimb (FL) TE values colour-coded as shown in the legend. The *marks TE-changed genes, as defined in Fig. 5 (|Δlog_2_TE|>1 and FDR<0.2). (**c**) Translation efficiency analysis by orthogonal assay shows increased polysome association of *Ptch1*, *Gli3* and *Ift172* transcripts in NT compared with FL lysates confirming increased TE for these transcripts in the NT. (**d**) Western blot and RT-qPCR analysis confirms that PTCH1 protein levels are increased in the NT relative to the FL with mild change in *Ptch1* mRNA levels. (**c**,**d**) Error bars represent s.d. (*t*-test, **P<0.01; *P<0.05, *n*≥5).

## References

[b1] ShiZ. & BarnaM. Translating the genome in time and space: specialized ribosomes, RNA regulons, and RNA-binding proteins. Annu. Rev. Cell Dev. Biol. 31, 100814–125346 (2015).10.1146/annurev-cellbio-100814-12534626443190

[b2] SonenbergN. & HinnebuschA. G. New modes of translational control in development, behavior, and disease. Mol. Cell 28, 721–729 (2007).1808259710.1016/j.molcel.2007.11.018

[b3] LivingstoneM., AtasE., MellerA. & SonenbergN. Mechanisms governing the control of mRNA translation. Phys. Biol. 7, 21001 (2010).10.1088/1478-3975/7/2/02100120463379

[b4] ThompsonB., WickensM. & KimbleJ. in Translational Control in Biology and Medicine Vol. 48, (eds Mathews, M. B., Sonenberg, N. & Hershey, J.W.B.) 507–544Cold Spring Harbor Laboratory Press (2007).

[b5] BazziniA. A., LeeM. T. & GiraldezA. J. Ribosome profiling shows that miR-430 reduces translation before causing mRNA decay in zebrafish. Science 336, 233–237 (2012).2242285910.1126/science.1215704PMC3547538

[b6] LiL., ZhengP. & DeanJ. Maternal control of early mouse development. Development 137, 859–870 (2010).2017909210.1242/dev.039487PMC2834456

[b7] IngoliaN. T., GhaemmaghamiS., NewmanJ. R. S. & WeissmanJ. S. Genome-wide analysis *in vivo* of translation with nucleotide resolution using ribosome profiling. Science 324, 218–223 (2009).1921387710.1126/science.1168978PMC2746483

[b8] MuzumdarM. D., TasicB., MiyamichiK., LiL. & LuoL. A global double-fluorescent Cre reporter mouse. Genesis. 45, 593–605 (2007).1786809610.1002/dvg.20335

[b9] PerantoniA. O. . Inactivation of FGF8 in early mesoderm reveals an essential role in kidney development. Development 132, 3859–3871 (2005).1604911110.1242/dev.01945

[b10] IngoliaN. T., LareauL. F. & WeissmanJ. S. Ribosome profiling of mouse embryonic stem cells reveals the complexity and dynamics of mammalian proteomes. Cell 147, 789–802 (2011).2205604110.1016/j.cell.2011.10.002PMC3225288

[b11] IngoliaN. T., BrarG. A., RouskinS., McGeachyA. M. & WeissmanJ. S. The ribosome profiling strategy for monitoring translation *in vivo* by deep sequencing of ribosome-protected mRNA fragments. Nat. Protoc. 7, 1534–1550 (2012).2283613510.1038/nprot.2012.086PMC3535016

[b12] AndersS. & HuberW. Differential expression analysis for sequence count data. Genome Biol. 11, R106 (2010).2097962110.1186/gb-2010-11-10-r106PMC3218662

[b13] SenN. D., ZhouF., IngoliaN. T. & HinnebuschA. G. Genome-wide analysis of translational efficiency reveals distinct but overlapping functions of yeast DEAD-box RNA helicases Ded1 and eIF4A. Genome Res. 25, 1196–1205 (2015).2612291110.1101/gr.191601.115PMC4510003

[b14] IvanovI. P., LoughranG. & AtkinsJ. F. uORFs with unusual translational start codons autoregulate expression of eukaryotic ornithine decarboxylase homologs. Proc. Natl Acad. Sci. USA 105, 10079–10084 (2008).1862601410.1073/pnas.0801590105PMC2481320

[b15] BazziniA. A. . Identification of small ORFs in vertebrates using ribosome footprinting and evolutionary conservation. EMBO J. 33, 981–993 (2014).2470578610.1002/embj.201488411PMC4193932

[b16] ChewG.-L., PauliA. & SchierA. F. Conservation of uORF repressiveness and sequence features in mouse, human and zebrafish. Nat. Commun. 7, 11663 (2016).2721646510.1038/ncomms11663PMC4890304

[b17] HinnebuschA. G., IvanovI. P. & SonenbergN. Translational control by 5 ′ -untranslated regions of eukaryotic mRNAs. Science 352, 1413–1416 (2016).2731303810.1126/science.aad9868PMC7422601

[b18] MuellerP. P. & HinnebuschA. G. Multiple upstream AUG codons mediate translational control of GCN4. Cell 45, 201–207 (1986).351641110.1016/0092-8674(86)90384-3

[b19] KutejovaE., SasaiN., ShahA., GoutiM. & BriscoeJ. Neural progenitors adopt specific identities by directly repressing all alternative progenitor transcriptional programs. Dev. Cell 36, 639–653 (2016).2697260310.1016/j.devcel.2016.02.013PMC4819439

[b20] GoutiM. . *In vitro* generation of neuromesodermal progenitors reveals distinct roles for wnt signalling in the specification of spinal cord and paraxial mesoderm identity. PLoS Biol. 12, e1001937 (2014).2515781510.1371/journal.pbio.1001937PMC4144800

[b21] GoutiM., MetzisV. & BriscoeJ. The route to spinal cord cell types: a tale of signals and switches. Trends Genet. 31, 1–8 (2015).2582369610.1016/j.tig.2015.03.001

[b22] McManusC. J., MayG. E., SpealmanP. & ShteymanA. Ribosome profiling reveals post-transcriptional buffering of divergent gene expression in yeast. Genome Res. 24, 422–430 (2014).2431873010.1101/gr.164996.113PMC3941107

[b23] KhanZ. . Primate transcript and protein expression levels evolve under compensatory selection pressures. Science 342, 1100–1104 (2013).2413635710.1126/science.1242379PMC3994702

[b24] LindstenT. . The combined functions of proapoptotic Bcl-2 family members Bak and Bax are essential for normal development of multiple tissues. Mol. Cell 6, 1389–1399 (2000).1116321210.1016/s1097-2765(00)00136-2PMC3057227

[b25] Zuzarte-LuisV. & HurleJ. M. Programmed cell death in the embryonic vertebrate limb. Semin. Cell Dev. Biol. 16, 261–269 (2005).1579783610.1016/j.semcdb.2004.12.004

[b26] OzbudakE. M., ThattaiM., KurtserI., GrossmanA. D. & van OudenaardenA. Regulation of noise in the expression of a single gene. Nat. Genet. 31, 69–73 (2002).1196753210.1038/ng869

[b27] MilenkovicL., GoodrichL. V., HigginsK. M. & ScottM. P. Mouse patched1 controls body size determination and limb patterning. Development 126, 4431–4440 (1999).1049867910.1242/dev.126.20.4431

[b28] HuiC.-C. & AngersS. Gli proteins in development and disease. Annu. Rev. Cell Dev. Biol. 27, 513–537 (2011).2180101010.1146/annurev-cellbio-092910-154048

[b29] MatiseM. P. & JoynerA. L. Gli genes in development and cancer. Oncogene 18, 7852–7859 (1999).1063063810.1038/sj.onc.1203243

[b30] MartinM. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal 17, 10–12 (2011).

[b31] HsuF. . The UCSC known genes. Bioinformatics 22, 1036–1046 (2006).1650093710.1093/bioinformatics/btl048

[b32] BaileyT. L. DREME: motif discovery in transcription factor ChIP-seq data. Bioinformatics 27, 1653–1659 (2011).2154344210.1093/bioinformatics/btr261PMC3106199

[b33] BindeaG. . ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics 25, 1091–1093 (2009).1923744710.1093/bioinformatics/btp101PMC2666812

[b34] LiK., WangG., AndersenT., ZhouP. & PuW. T. Optimization of genome engineering approaches with the CRISPR/Cas9 system. PLoS ONE 9, e105779 (2014).2516627710.1371/journal.pone.0105779PMC4148324

[b35] XueS. . RNA regulons in Hox 5′ UTRs confer ribosome specificity to gene regulation. Nature 517, 33–38 (2015).2540915610.1038/nature14010PMC4353651

# Supplementary material for: Pervasive translational regulation of the cell signalling circuitry underlies mammalian development
**Source:** Nat Commun. 2017 Feb 14;8:14443. doi: 10.1038/ncomms14443
**Supplement:** Supplementary Information — Supplementary Figures and Supplementary Tables

**Supplementary Figures 1-12 and Supplementary Figure legends,  
Supplementary Tables 1-3**

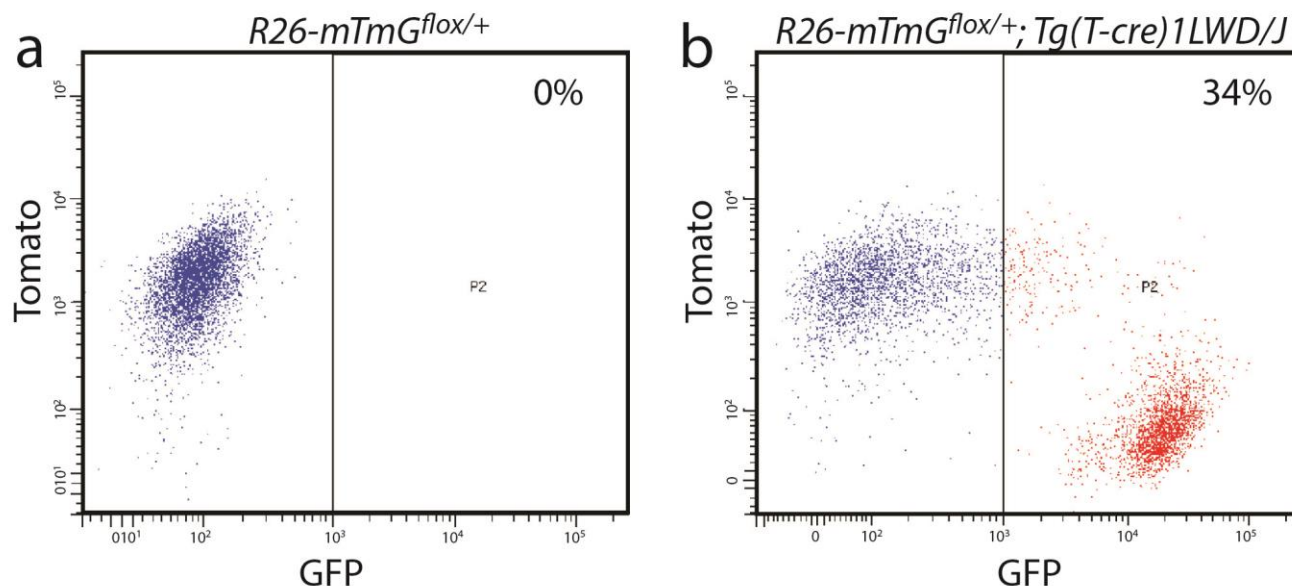

**Supplementary Figure 1: Isolation of T-Cre activated Green Fluorescent Protein (GFP) positive cells by Fluorescence Activated Cell Sorting (FACS).**

(a) In the *R26-mTmG<sup>lox/+</sup>* (Cre negative control) embryo, membrane-bound tandem dimer Tomato (mT) is ubiquitously expressed in all cells and we do not detect expression of membrane-targeted enhanced GFP (mG). (b) T-Cre activation in *R26-mTmG<sup>lox/+</sup>; Tg(T-cre)1LWD/J* embryos results in activation of mG. Both the mG<sup>+</sup>;mT<sup>+</sup> and mG<sup>+</sup>;mT<sup>-</sup> populations are detected and collected by FACS (mG<sup>-</sup>;mT<sup>+</sup> cells do not express T-Cre and are excluded from analysis).

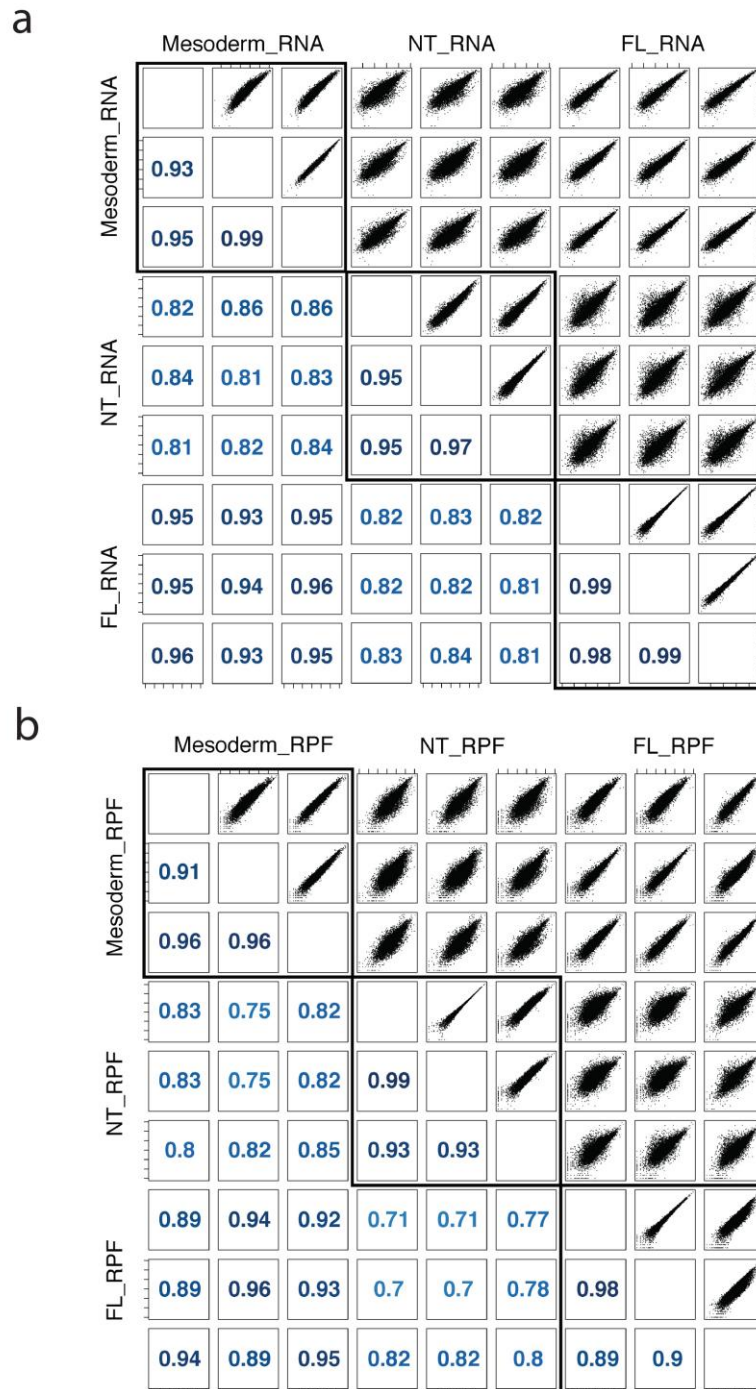

**Supplementary Figure 2: Plot of pairwise correlations of all RNA-Seq and Ribo-Seq datasets confirms the high consistency of biological replicates.**

Shown are pairwise correlations of all RNA-Seq (**a**) and Ribo-Seq (**b**) datasets. In the upper right corner are the scatter plots and in the bottom left corner are Pearson's correlations between every pairwise comparison. The correlations between biological replicates along the diagonal (each set of samples with three biological replicates is highlighted in a square) have the highest correlations, confirming the consistency of the dataset.

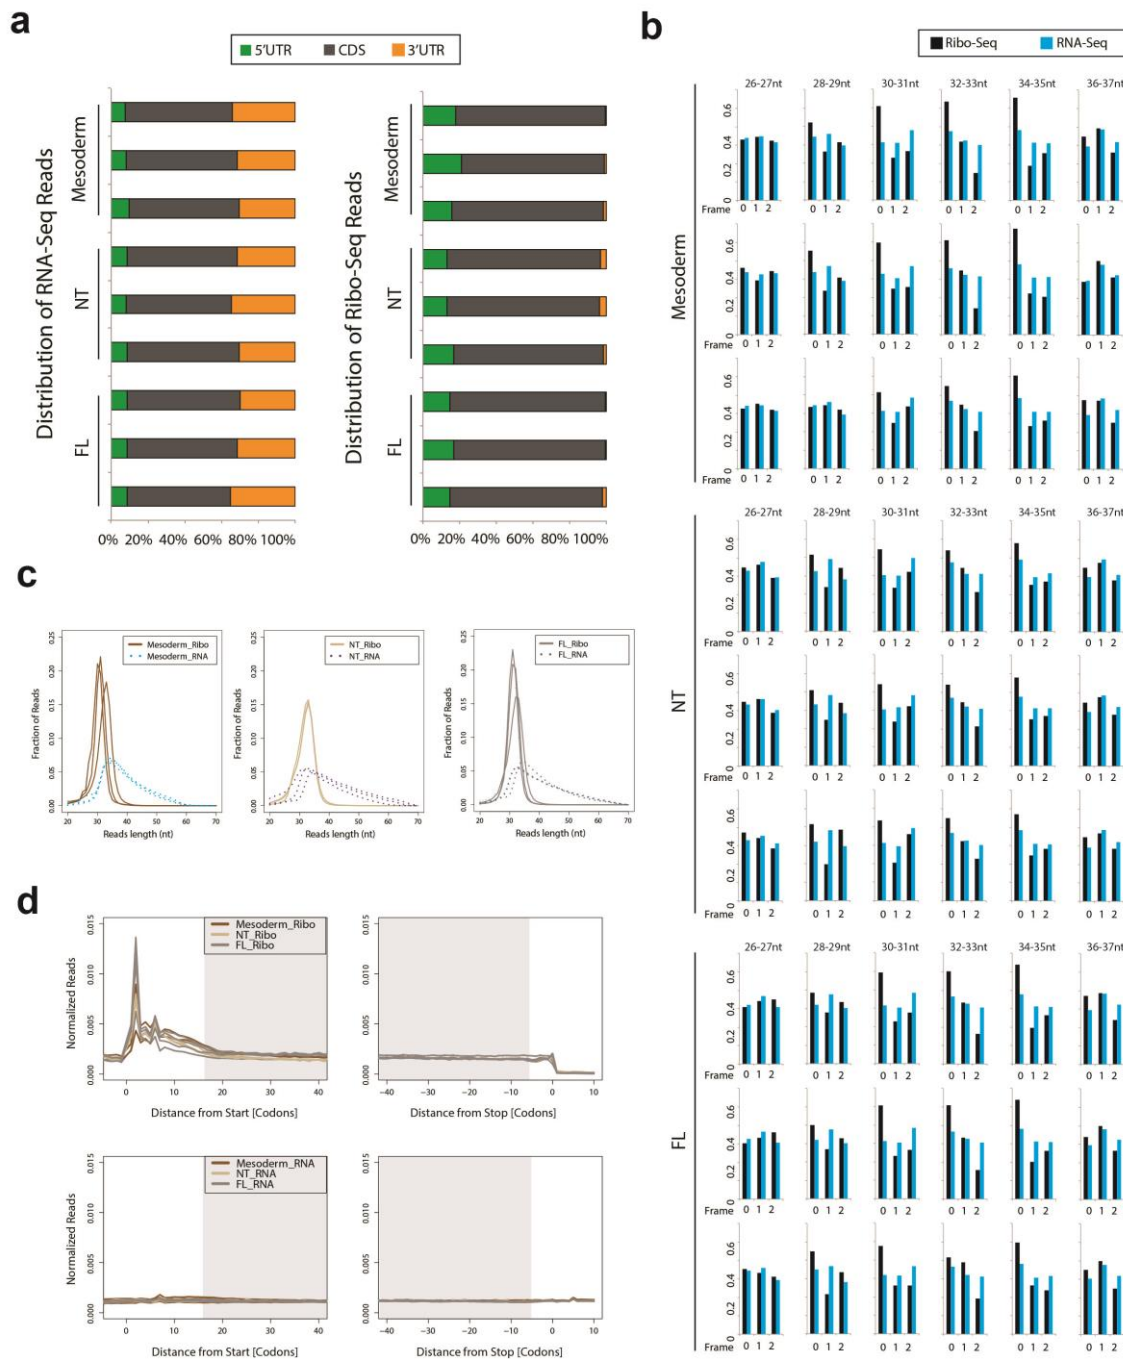

**Supplementary Figure 3: Global characterization of the RNA-Seq and Ribo-Seq datasets illustrates the quality of deep sequencing libraries.**

(a) Bar graphs show the distribution of RNA-Seq and Ribo-Seq reads mapping to the 5'UTR, CDS and 3'UTR. (b) The 3nt periodicity was observed in the Ribo-Seq reads with a length of ~30 nt. RNA-Seq reads do not exhibit the 3nt periodicity. (c) Length distribution of RNA-Seq and Ribo-Seq reads showing the Ribo-Seq libraries exhibit a much narrower distribution with the majority of reads being ~30 nt. (d) Metagene analysis of read distribution around the beginning and end of CDS of all genes analyzed. Accumulation of RPFs at the beginning of coding region was observed, plausibly caused by the cycloheximide treatment. Therefore, total number of RPFs and RNA reads mapping to the CDS excluding the first 15 or last 5 codons (region in grey) were counted and fed into the analysis of translational regulation, following published methods.

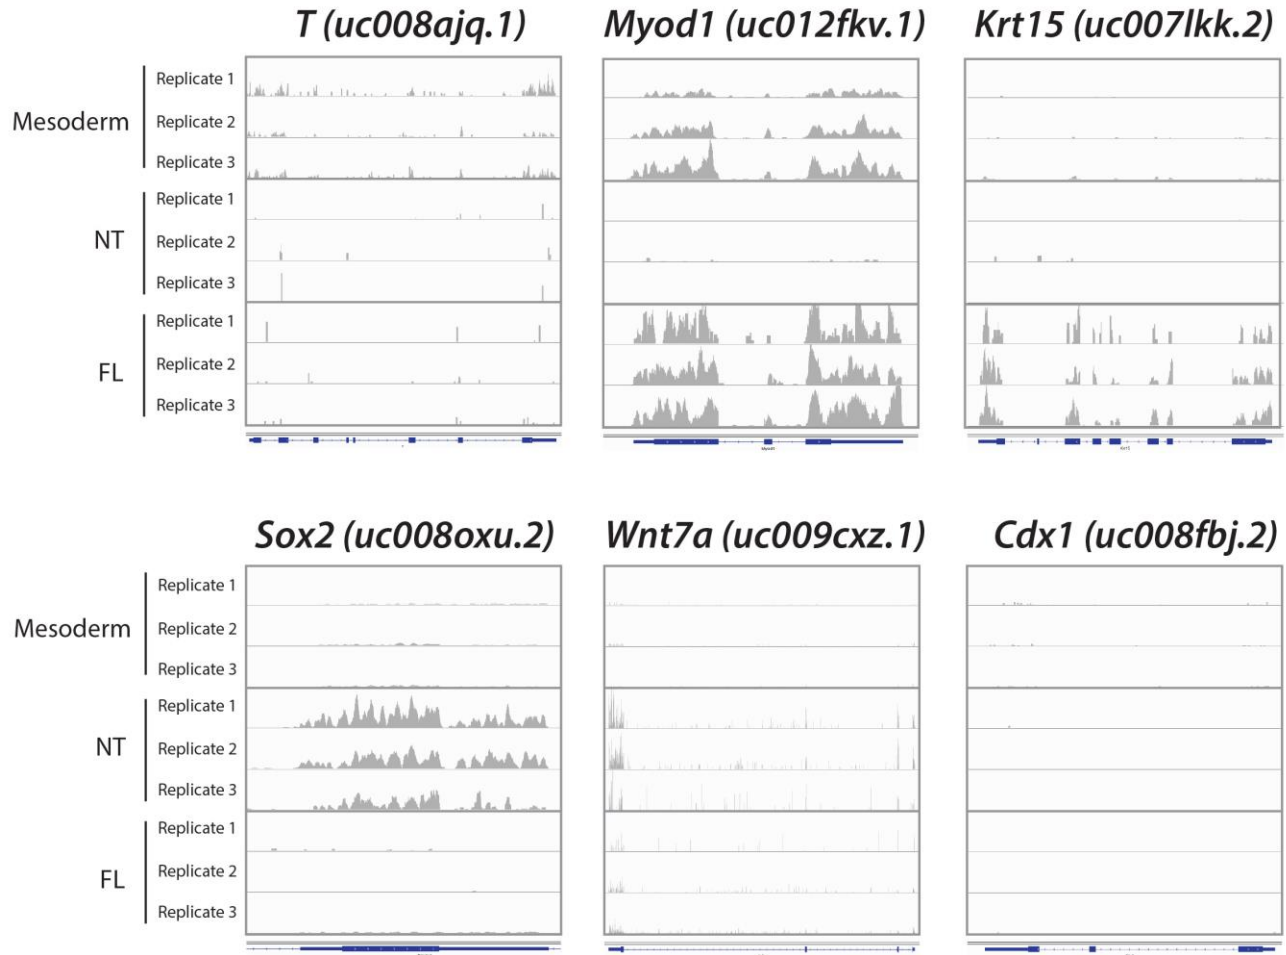

**Supplementary Figure 4: Lineage specific marker gene expression reflects quality of isolation of desired cell population.**

Shown are the RNA-Seq plots for several well-known lineage specific markers. FACS-isolated mesoderm cells specifically express mesoderm cell markers *T* and *Myod1*; the forelimb expresses mesoderm marker *Myod1* and ectoderm marker *Krt15* and the neural tube expresses markers of neuronal cell fate: *Sox2* and *Wnt7a*. The lack of detectable expression of endoderm cell marker *Cdx1* further ensures the purity of the isolation of desired cell population.

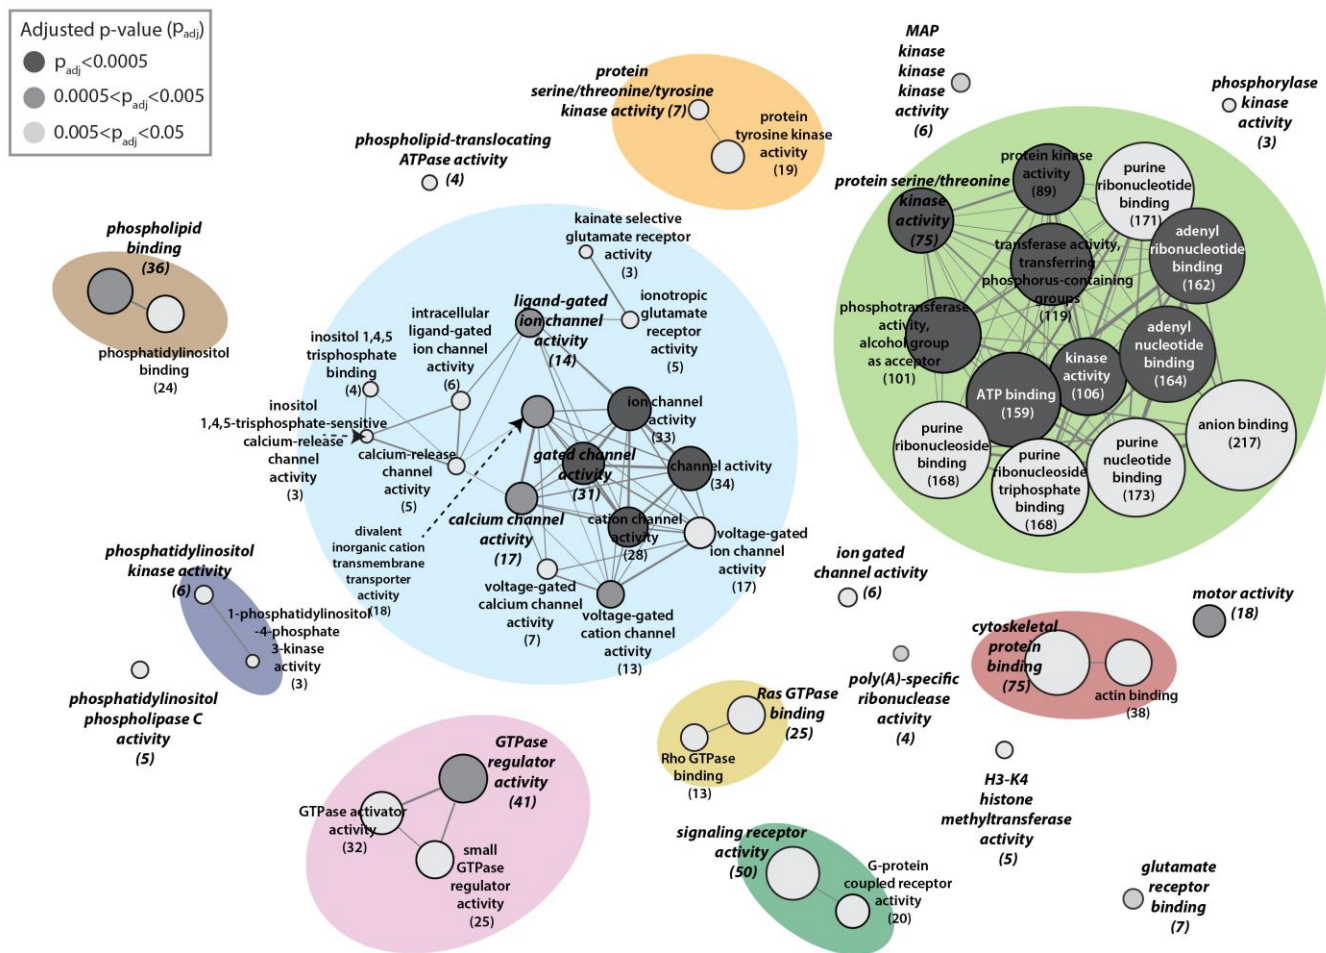

**Supplementary Figure 5: The network of enriched Gene Ontology (GO) categories (molecular function) among TE-low genes in mesoderm at E11.5.**

The GO terms cluster into several functional groups represented by different color-shaded circles. Each node represents one enriched GO term color-coded by its adjusted p-value (FDR) of enrichment, with size of the node proportional to the number of associated TE-low genes. Edges indicate similarity (Kappa score  $> 0.4$ ) between the two connected GO terms. The number of TE-low genes is shown in the parenthesis following the name of each GO term. The most significantly enriched GO term from each group is designated as the leading group term and highlighted in bold italic.

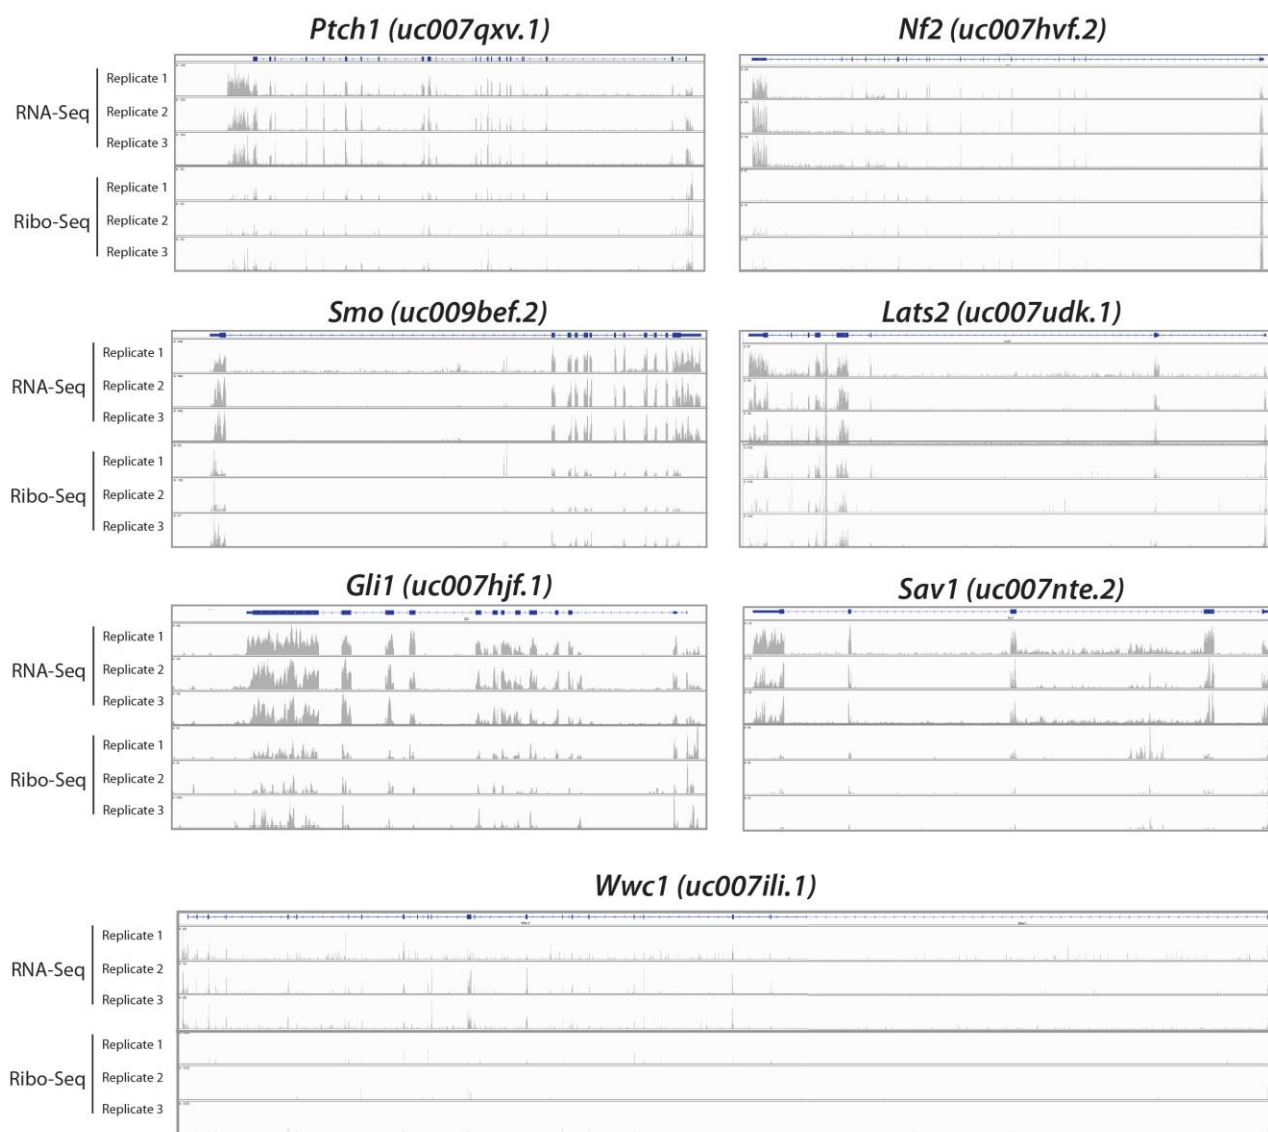

**Supplementary Figure 6: RNA-Seq and Ribo-Seq plots of TE-low genes in the Shh and Hippo pathway.**

Shown are the E11.5 mesoderm RNA-Seq and Ribo-Seq plots for several Shh and Hippo pathway genes with low TE (analyzed in Figure 3). Majority of reads map to exons (noting that the read density peak in the *Lats2* intron 4 and *Sav1* intron 2 are from the opposite strand).

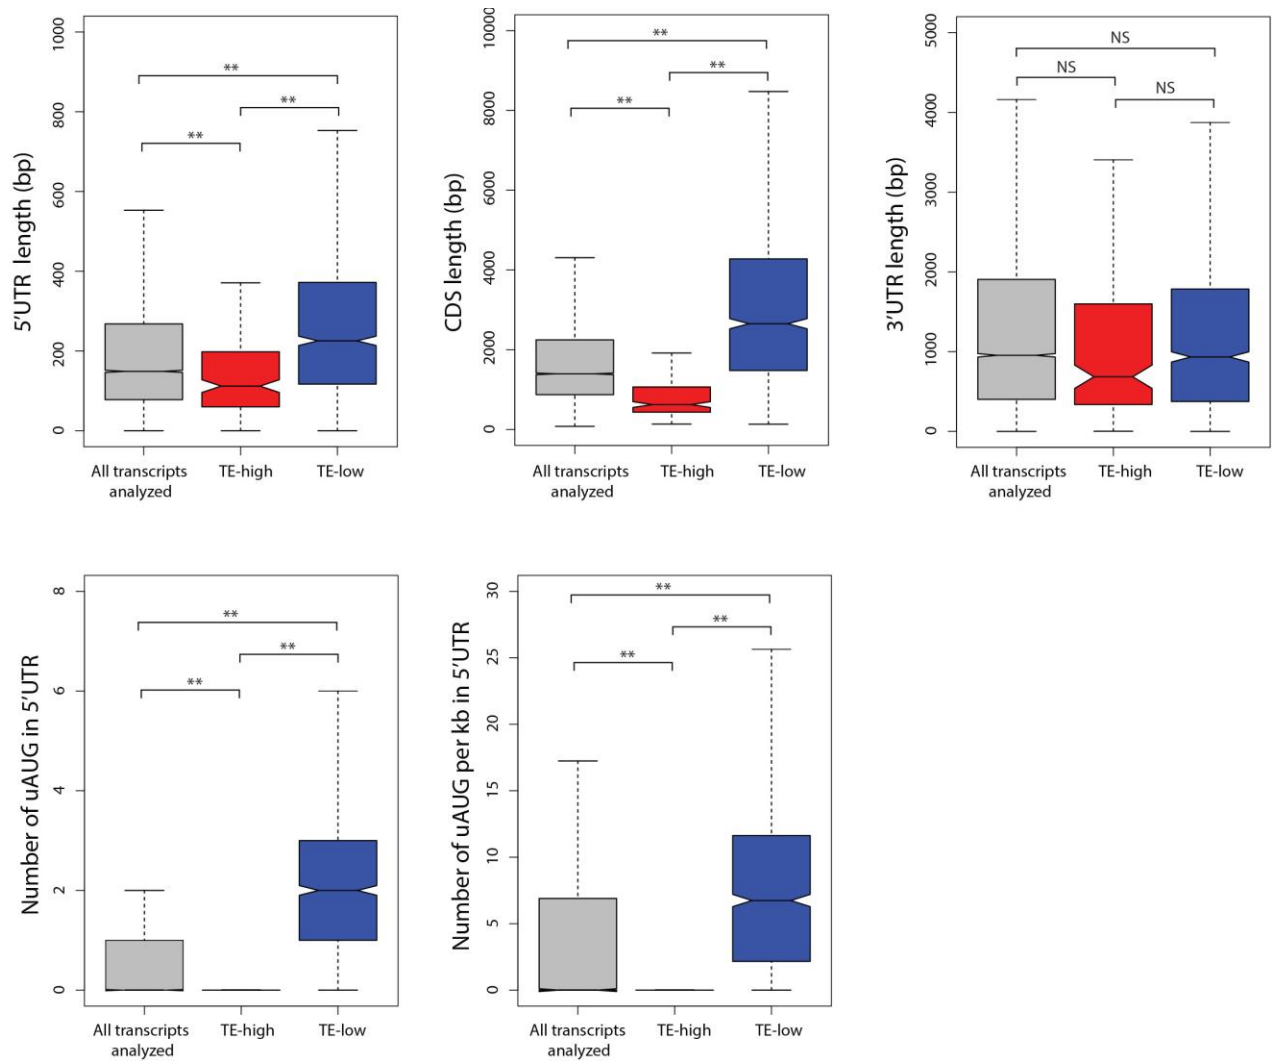

**Supplementary Figure 7: General features of translationally regulated transcripts.**

Compared to all transcripts analyzed, TE-low transcripts (blue) overall have longer 5'UTRs with higher numbers of uAUG; conversely, TE-high transcripts (red) have shorter 5'UTRs with a much lower number of uAUGs. \*\*p<0.01; NS, not significant (one-way ANOVA test).

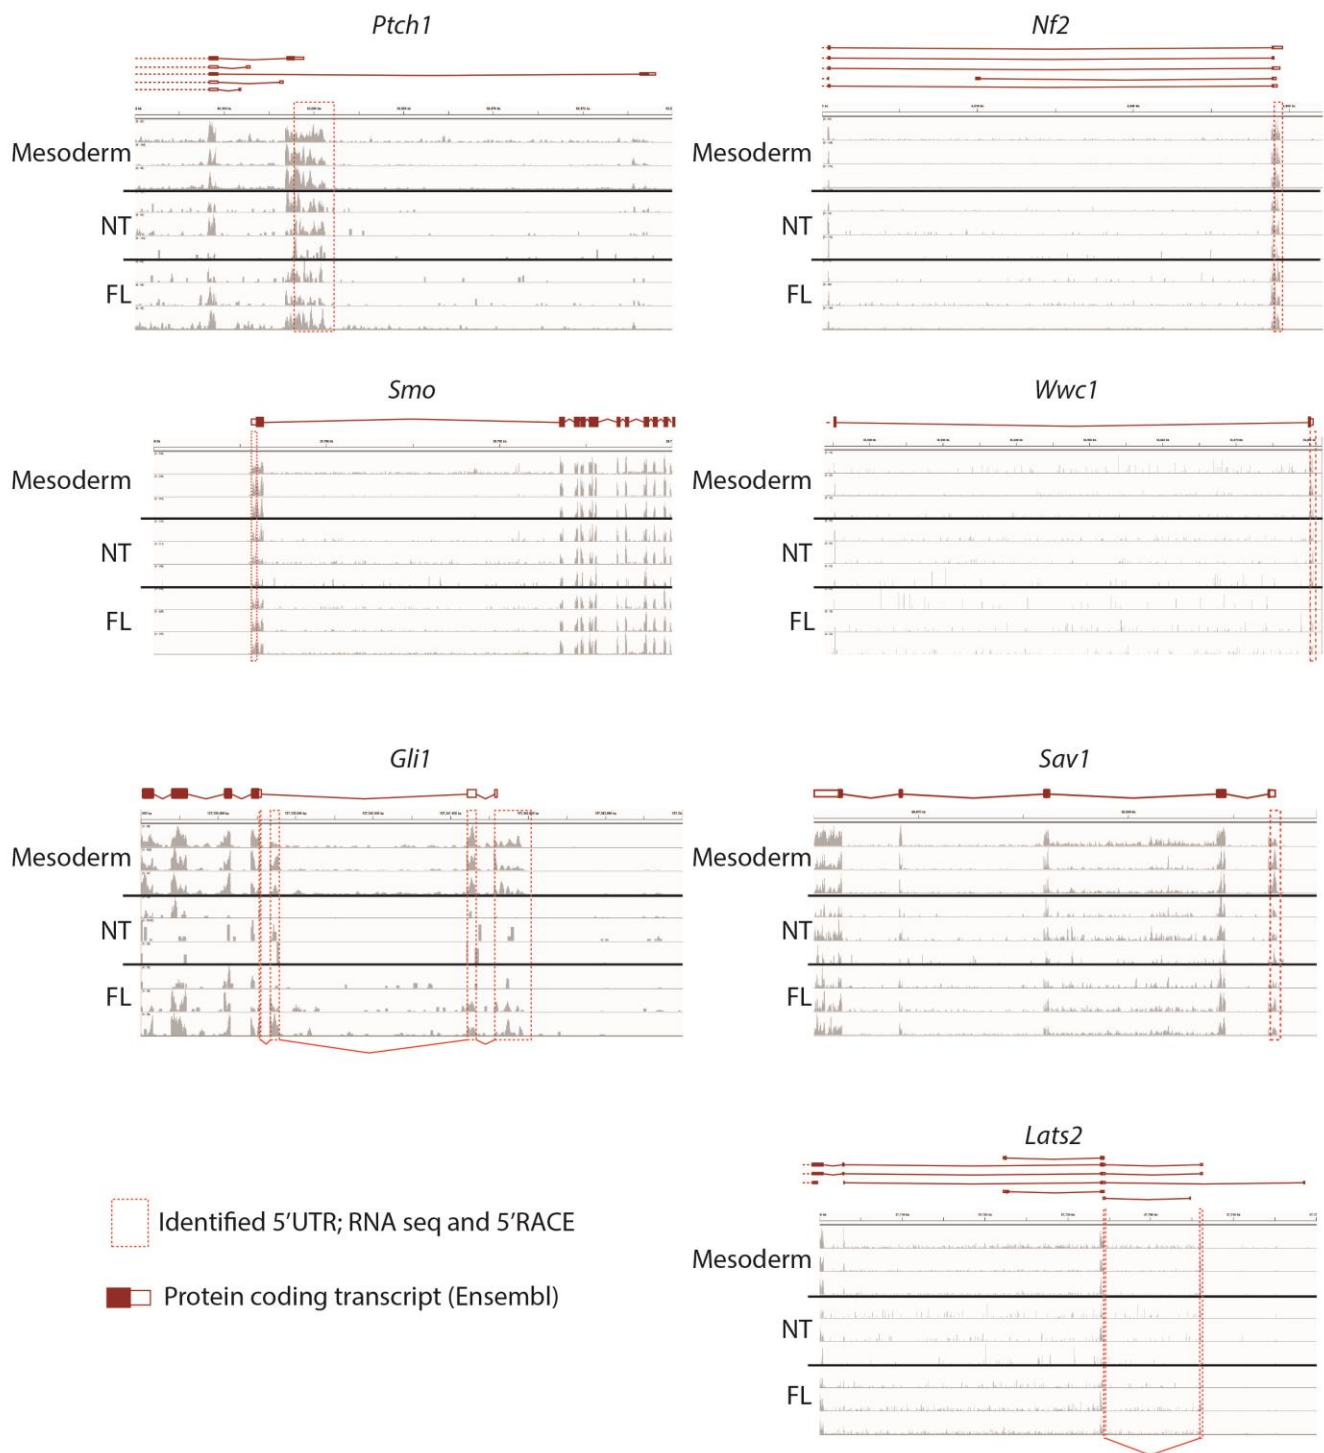

**Supplementary Figure 8: Identification of predominant full-length 5'UTRs by 5' RACE and RNA-Seq.**

5' RACE on microdissected neural tube and somite was performed to identify the capped full-length 5'UTR of transcripts encoding components of the Shh and Hippo signaling pathways. Longer 5'UTR sequences were obtained by 5' RACE compared to the annotation in Ensembl, for *Ptch1*, *Gli1*, *Wwc1*, and *Sav1*. Alignment of RNA-Seq reads to the 5'UTR region also corroborated the identification of 5'UTR sequences by the 5' RACE experiment as the predominant transcript.

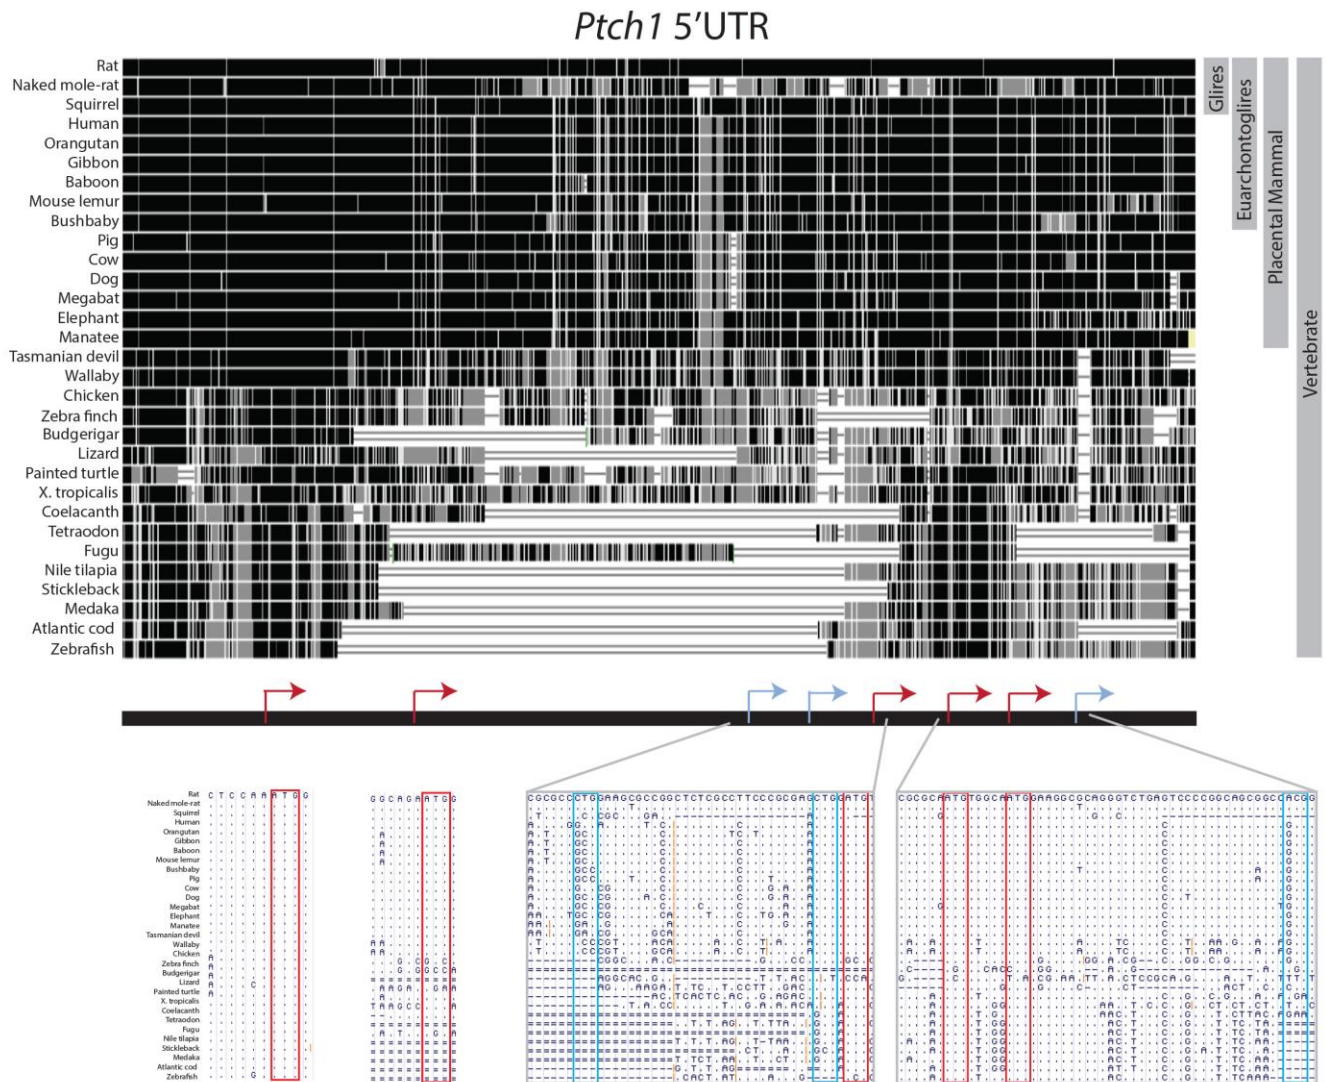

**Supplementary Figure 9: Alignment of *Ptch1* 5'UTRs across vertebrates and conservation analysis of uAUG and non-canonical start codons.**

(Upper) Alignment of the mouse *Ptch1* 5'UTR (excluding introns) to other vertebrate species from UCSC genome browser. (Lower): A zoom-in view of the sequence alignment from UCSC genome browser, showing the conservation of each uAUG (red boxes) as well as non-canonical (blue boxes) start codons.

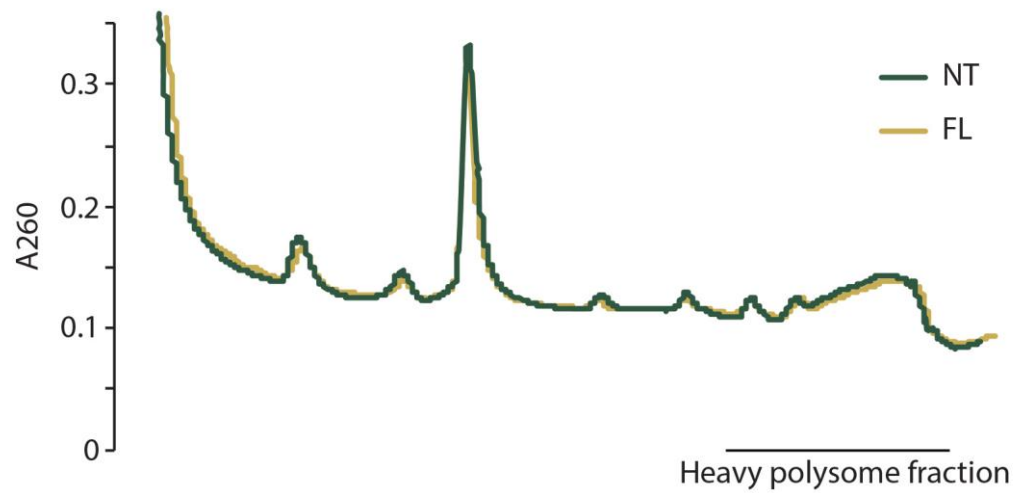

**Supplementary Figure 10: Polysome profiles of neural tube and forelimb.**

Polysome profiles show no difference in global translation activity between microdissected NT and FL.

**Figure 4c**

PTCH1 Western blot

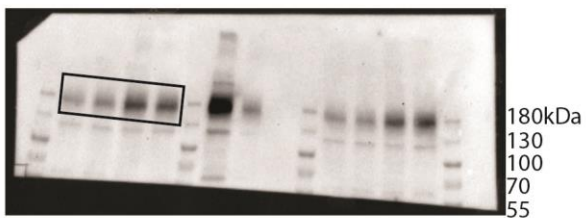

ACTB Western blot

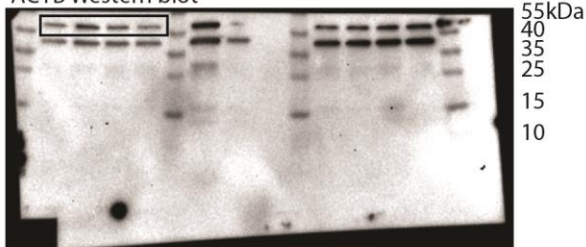

GAPDH Western blot

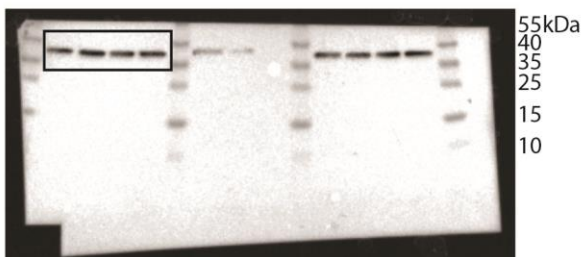

**Figure 6d**

PTCH1 Western blot

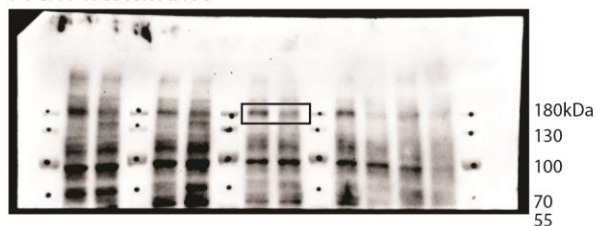

ACTB Western blot

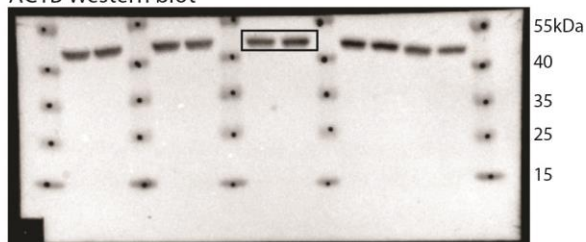

GAPDH Western blot

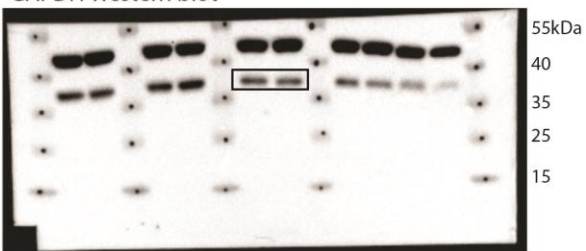

**Supplementary Figure 11: Western blot analysis.**

Figure shows uncropped Western blots used in Figures 4c and 6d. Black boxes highlight regions of the blot utilized in the indicated Figures.

ccgctgga**ATG**ccaaca**ATGTAG**cga**ATG**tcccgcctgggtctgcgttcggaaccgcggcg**TGA**agcgccccgggaag**ATG**gagccgccgccagcgccgc  
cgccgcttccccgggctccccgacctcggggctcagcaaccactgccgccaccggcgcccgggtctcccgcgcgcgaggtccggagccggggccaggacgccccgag  
gggt**TAG**agcgctccccggag>Intron>agagtg**ATG**gtcttcaaa**ATG**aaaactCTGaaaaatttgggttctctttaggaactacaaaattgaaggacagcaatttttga  
aaggaaagttgttc**TGA**aagc**ATG**gtttcaattc**TGA**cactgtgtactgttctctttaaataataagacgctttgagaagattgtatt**ATG**gtaaaaggaaaCTGgactaac  
a**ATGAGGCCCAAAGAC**ttt**CTCTGCCACAAC**tt**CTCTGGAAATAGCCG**

**Supplementary Table 2: Plasmid list**

| <b>Figure</b> | <b>Description</b>                                   | <b>5'UTR</b> | <b>Gene</b> | <b>Marker</b> |
|---------------|------------------------------------------------------|--------------|-------------|---------------|
| Cloning       | pGL3-Promoter Vector                                 |              | Fluc        | Amp           |
| Figure. 3b    | pRL-SV40 Vector                                      |              | Rluc        | Amp           |
| Figure. 3b    | pGL3-HBB                                             | <i>HBB</i>   | Fluc        | Amp           |
| Figure. 3b    | pGL3-NF2                                             | <i>Nf2</i>   | Fluc        | Amp           |
| Figure. 3b    | pGL3-Wwc1                                            | <i>Wwc1</i>  | Fluc        | Amp           |
| Figure. 3b    | pGL3-Sav1                                            | <i>Sav1</i>  | Fluc        | Amp           |
| Figure. 3b    | pGL3-Lats2                                           | <i>Lats2</i> | Fluc        | Amp           |
| Figure. 3b    | pGL3-NF2 mut                                         | <i>Nf2</i>   | Fluc        | Amp           |
| Figure. 3b    | pGL3-Wwc1 mut                                        | <i>Wwc1</i>  | Fluc        | Amp           |
| Figure. 3b    | pGL3-Sav1 mut                                        | <i>Sav1</i>  | Fluc        | Amp           |
| Figure. 3b    | pGL3-Lats2 mut                                       | <i>Lats2</i> | Fluc        | Amp           |
| Figure. 3b    | pGL3-Ptch1                                           | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3b    | pGL3-Smo                                             | <i>Smo</i>   | Fluc        | Amp           |
| Figure. 3b    | pGL3-Gli1                                            | <i>Gli1</i>  | Fluc        | Amp           |
| Figure. 3b    | pGL3-Ptch1 mut                                       | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3b    | pGL3-Smo mut                                         | <i>Smo</i>   | Fluc        | Amp           |
| Figure. 3b    | pGL3-Gli1 mut                                        | <i>Gli1</i>  | Fluc        | Amp           |
| Figure. 3c    | pGL3-Gli1 mut for non-canonical                      | <i>Gli1</i>  | Fluc        | Amp           |
| Figure. 3c    | pGL3-Gli1 mut for uAUG                               | <i>Gli1</i>  | Fluc        | Amp           |
| Figure. 3c    | pGL3-Gli1 mut for 2nd exon uAUG                      | <i>Gli1</i>  | Fluc        | Amp           |
| Figure. 3c    | pGL3-Gli1 mut for 3rd exon uAUG                      | <i>Gli1</i>  | Fluc        | Amp           |
| Figure. 3d    | pGL3-Ptch1 mut for non-canonical start site          | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3d    | pGL3-Ptch1 mut for 1st and 2nd uAUG                  | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3d    | pGL3-Ptch1 mut for 3rd, 4th, and 5th uAUG            | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3d    | pGL3-Ptch1 deletion 581-705                          | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3e    | pGL3-Ptch1 mut for 4th uAUG                          | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3f    | pGL3-Ptch1 mut for upstream STOP codon               | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3f    | pGL3-Ptch1 mut for upstream STOP codon +1 frameshift | <i>Ptch1</i> | Fluc        | Amp           |
| Figure. 3f    | pGL3-Ptch1 mut for upstream STOP codon +2 frameshift | <i>Ptch1</i> | Fluc        | Amp           |

**Supplementary Table 3: qPCR primer list**

| <b>Gene name</b> | <b>Direction</b> | <b>Sequence</b>         |
|------------------|------------------|-------------------------|
| <i>Fluc</i>      | Fwd              | AAGAGATACGCCCTGGTTC     |
| <i>Fluc</i>      | Rev              | TTGTATTCAGCCCATATCGTTTC |
| <i>Rluc</i>      | Fwd              | TGGAGAATAAATTCTTCGTGGA  |
| <i>Rluc</i>      | Rev              | TTGGACGACGAACTTCACC     |
| <i>Actb</i>      | Fwd              | GCCAACCGTGAAAAGATGAC    |
| <i>Actb</i>      | Rev              | CATCACAATGCCTGTGGTAC    |
| <i>Ptch1</i>     | Fwd              | ATCATTACACCTTTGGACTGC   |
| <i>Ptch1</i>     | Rev              | TAAAGGAGGCTTACCTAGGAG   |
| <i>Gli1</i>      | Fwd              | TCCACCACAAGTCAATAGCTA   |
| <i>Gli1</i>      | Rev              | CTGGCTGCTCCATAACCCTG    |
| <i>Foxa2</i>     | Fwd              | ATGCACTCGGCTTCCAGTAT    |
| <i>Foxa2</i>     | Rev              | TCATTCCAGCGCCACATAG     |
| <i>Nkx2.2</i>    | Fwd              | AGGGCCTCCAATACTCCCTG    |
| <i>Nkx2.2</i>    | Rev              | TCATTGTCCGGTGACTCGTC    |
| <i>Olig2</i>     | Fwd              | GATGGAGAGATGCGTTCGTT    |
| <i>Olig2</i>     | Rev              | TGGGGGAAAGAAGTCAAGTG    |
| <i>Pax6</i>      | Fwd              | ACTTCAGTACCAGGGCAACC    |
| <i>Pax6</i>      | Rev              | ACTGATGGAGTTGGTGTCTCTC  |
| <i>Irx3</i>      | Fwd              | CCGGAGAGTGGAACAGATCG    |
| <i>Irx3</i>      | Rev              | ACCAGAGCAGCGTCCAGATG    |
| <i>Irx5</i>      | Fwd              | ACAACTCGCACCTCCAGTAC    |
| <i>Irx5</i>      | Rev              | TCCCAAGGAACCTGCCATACC   |
| <i>Sox12</i>     | Fwd              | GTTATTCTAGTGACCGAGACCG  |
| <i>Sox12</i>     | Rev              | CTAGTTTCTCCCCAGGATTTCC  |
| <i>Ddx5</i>      | Fwd              | TTCTGATTGCTACCGATGTGG   |
| <i>Ddx5</i>      | Rev              | GTGTATGCTGTGCCTGTTTTG   |
| <i>Gabbr1</i>    | Fwd              | ACGAGCTCAAGCTTATCCAC    |
| <i>Gabbr1</i>    | Rev              | GCATGAGGATGATCTTGATG    |
| <i>Slc4a3</i>    | Fwd              | CCACATGACCCTGATGCTAAG   |
| <i>Slc4a3</i>    | Rev              | TCCAAGAAAGGCACGCAG      |
| <i>Arhgef17</i>  | Fwd              | CGACCTCATGATCAAGCCTG    |
| <i>Arhgef17</i>  | Rev              | TGCTTGATGTTGCGCTGAGC    |
| <i>Gigyf1</i>    | Fwd              | TGGGATGACAGAGGCGAGAG    |
| <i>Gigyf1</i>    | Rev              | TCACTGTCTGAGCGTGCATG    |
| <i>Nsmf</i>      | Fwd              | TGGAGAAGGAAGAGGACATG    |
| <i>Nsmf</i>      | Rev              | ACCTTGTAAGGGGTCATGAG    |
| <i>Syngap1</i>   | Fwd              | ATCAAGTGACAGCGTCCAG     |
| <i>Syngap1</i>   | Rev              | GATGCAAACACCTCCTTCAG    |
| <i>Apbb3</i>     | Fwd              | ACCTAGACAAGTGGAGTTGC    |
| <i>Apbb3</i>     | Rev              | GTACCAATGGCCTCATTGAG    |
| <i>Kmt2a</i>     | Fwd              | AGCGTGAGAAGTACTATGAC    |
| <i>Kmt2a</i>     | Rev              | AAGCGTGCAGCATTTCCATG    |

|                 |     |                           |
|-----------------|-----|---------------------------|
| <i>Ift172</i>   | Fwd | CGCCATGTACCTGGAAGATG      |
| <i>Ift172</i>   | Rev | AGTCCTGGTTGTGGACAAAC      |
| <i>Ptch1-b</i>  | Fwd | CGGACCGGGACTATCTGCAC      |
| <i>Ptch1-b</i>  | Rev | GAGTCTCTGAAACTTCGCTC      |
| <i>Grik5</i>    | Fwd | GACATCTTTGAGCTGCAGCG      |
| <i>Grik5</i>    | Rev | CACAGATATGGCTCACGGTG      |
| <i>Brd8</i>     | Fwd | CAAAGTGAAGTCTGAGAGAG      |
| <i>Brd8</i>     | Rev | CCAGTCTGCTGTCCATGTGC      |
| <i>Gli3</i>     | Fwd | CTGATGAAGACCTCCCCAGC      |
| <i>Gli3</i>     | Rev | TCCCAGTGGCAGTTTGTCTC      |
| <i>Neur14</i>   | Fwd | CTGACCAACGGCAAAGGCAC      |
| <i>Neur14</i>   | Rev | GGGCAGAGTTGGACTTCCT       |
| <i>Rai1</i>     | Fwd | GAAGCTCTTTGGGCTGCAGG      |
| <i>Rai1</i>     | Rev | TAGGAGCACGAGATGGTCGC      |
| <i>Stim2</i>    | Fwd | CCTGCACAGAGAAGATAAGCAC    |
| <i>Stim2</i>    | Rev | CTATTAACCACTGCAGGGTATCC   |
| <i>Dig4</i>     | Fwd | CACAGTGATCTCTTCCAGG       |
| <i>Dig4</i>     | Rev | CTGCAACTCATATCCTGGG       |
| <i>Crtc2</i>    | Fwd | CCTGTGAAGTCCCTGGAATC      |
| <i>Crtc2</i>    | Rev | GGGAAGTGTAGGTTGGTGAG      |
| <i>Uqcrh</i>    | Fwd | GAGTACTACTCTGGTTGCGC      |
| <i>Uqcrh</i>    | Rev | GGTCCACTAGTTCTTCCTCTTCTTC |
| <i>Romo1</i>    | Fwd | ATTCGGAGTGAGACGTCGAG      |
| <i>Romo1</i>    | Rev | ATCTTCACGCGGTCTGAAGCAG    |
| <i>Hes1</i>     | Fwd | GGAAATGACTGTGAAGCACCTC    |
| <i>Hes1</i>     | Rev | AAGCGGGTCACCTCGTTCATG     |
| <i>Tulp3</i>    | Fwd | GCGAAGGTTAAAGCCACGAG      |
| <i>Tulp3</i>    | Rev | TGGCTTAAGGAAAGCAGCTG      |
| <i>Rbx1</i>     | Fwd | GGGCAAGAAGCGCTTTGAAG      |
| <i>Rbx1</i>     | Rev | GTTGGCCTGACATTCGATAC      |
| <i>Serp1</i>    | Fwd | AACGTCGCTAAGACCTCGAG      |
| <i>Serp1</i>    | Rev | TCACATGCCCATCCTGATAC      |
| <i>Ctnnbip1</i> | Fwd | GCATCTGTTTGCCTGAAGTG      |
| <i>Ctnnbip1</i> | Rev | TCTTCCTCAGCATGAGCAGC      |
| <i>Sft2d1</i>   | Fwd | TTGCTATGGCTTCCCAATGG      |
| <i>Sft2d1</i>   | Rev | CTTCAGTTGCTTCACAGGTC      |

---

How the deposited data were processed for this re-analysis (not part of the article)

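Ribo-Seq and RNA-Seq libraries were analysed from the mesoderm, the neural tube (NT) and the forelimb buds (FL) of mouse embryos at E11.5, with 3 replicates for each of the 6 conditions and 18 libraries in all. The authors trimmed adapters, removed reads of rRNA, tRNA and snRNA, aligned the rest to the canonical UCSC known gene isoforms of mm10, kept uniquely mapped reads, assigned Ribo-Seq reads by the A site of the ribosome and counted reads on the CDS without the first 15 and last 5 codons. The signal values of the deposited tables are the read counts of each gene that the authors then divided by the effective library size from DESeq, so they are normalized reads that are no longer whole numbers. The mesoderm table holds 12064 genes and the NT and FL table 11231 genes. The tables were normalized separately, so every test was run within 1 table, and the signal of one was never set against that of the other except as TE.

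In each of the 18 libraries, 100.0% of the normalized reads were whole multiples of a single step, and division by that step gave whole reads. The planned main test for normalized reads was kept, and the tests on reads were run as alternatives. Depth per library on the genes of the tables is given with the results for each tissue. It was lowest in mesoderm Ribo-Seq replicate 3, with 11000015 reads, and limits the precision of TE for genes with few RPFs. Adding 1 before the logarithm understates the size of log2 TE for such genes. For a gene with no more than 3 reads in any Ribo-Seq library, a fold is given as a lower bound.

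The choice of tests, thresholds, named genes and alternatives was made before the data were examined, apart from those named below as chosen later. TE in the mesoderm was the coefficient of Ribo-Seq over RNA-Seq in limma 3.58.1 (R 4.3.3) on log2(normalized reads + 1), with an empirical Bayes variance that follows the mean and the replicate number as a block, as the methods of the paper describe for this model. It was centred on its median over genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a log2 TE at least 3-fold from the median were called TE-low or TE-high. The change in TE between tissues was the interaction of library type with tissue in the 12 NT and FL libraries, reported as FL minus NT, called at an adjusted p under 0.2 and at least 2-fold, without a block. The change in mRNA and in RPFs came from the same fit. Shares of TE-low genes were compared with two-sided Fisher's exact tests and lengths of UTRs and CDS with two-sided permutation tests of 100000 resamples. Correlations are Pearson's r on log2(normalized reads + 1) unless stated otherwise. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for everything outside the models.

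The genes named are those that the text or Figs 2, 3a, 5e and 6b of the paper name and that could be found in the tables. For each of the 2 tests they also include the 3 genes with the largest change in each direction that passed the thresholds, changed in the same direction in all 3 replicates and had a mean of at least 100 normalized reads. *Hoxd4*, outside this rule, was named after its values were seen. The tables carry UCSC identifiers. Symbols came from the supplementary tables of the paper, which pair 3429 of the 12064 mesoderm genes (28.4%) and 3285 of the 11231 NT and FL genes (29.2%) with a symbol. Positions and the lengths of UTRs and CDS came from the GENCODE annotation of GRCm38, where 3401 of 3476 symbols (97.8%) matched 1 coding gene. The isoforms of that annotation can differ from those the authors used.

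Whether replicate numbers pair the samples was checked by the correlation, across genes, of deviations from the condition means. For mesoderm Ribo-Seq and RNA-Seq, made from the same cells, it was 0.74, 0.58 and 0.57 for numbers 1, 2 and 3. The methods of the paper state that NT and FL came from the same embryos, but not that equal replicate numbers pair them. The deviations of NT and FL of one number had correlations of -0.29, -0.50 and -0.58 in Ribo-Seq. In RNA-Seq they were -0.02, -0.22 and -0.24. Between Ribo-Seq and RNA-Seq of one tissue they were -0.28, 0.35 and 0.05 in NT and 0.05, 0.12 and 0.09 in FL. The block fits for NT against FL are therefore given beside the count of calls and in the closing section.

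Each model was tested on simulated data, with reads drawn for the real genes from the means and sizes of the real libraries and 200 genes changed by a known fold. Each gene had a single mean over all libraries, and the changed genes had a mean of at least 100 normalized reads. Libraries were drawn independently, with no effect shared within a sample or a replicate number. The self-test therefore does not show how the fits behave when a replicate disagrees, as in NT and FL. In the mesoderm, 200 of 200 genes changed 8-fold were called in the right direction among 12064 genes, with 0 unchanged genes called. Between NT and FL, limma called 163 of 200 genes changed 4-fold (81.5%) among 11231 genes, with 38 unchanged genes called. The replicate block gave 169 genes (84.5%) with 40 unchanged genes, pairing the libraries of each sample 40 genes (20%) with 11, edgeR 168 genes (84%) with 35 and DESeq2 185 genes (92.5%) with 83.

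The alternatives chosen in advance were pseudocounts of 0.1 and 8, a mean of at least 100 normalized reads, rescaling by the upper quartile, quantile normalization within library type, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, vooma weights, and leaving out each replicate. For the mesoderm they also included no block, no centring and a threshold of 2-fold. For NT against FL they included the replicate number as a block, pairing Ribo-Seq with RNA-Seq within each sample, centring, an adjusted p under 0.05 and replicate 3 alone. Chosen after seeing the data were the removal of a scaled RNA-Seq profile from the Ribo-Seq reads, the thinning of libraries to the smallest, the comparison of TE-low with TE-high genes for UTRs, and CDS length within TE-low genes.

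Polysome fractions, reporter assays, immunostaining and the positions of reads along transcripts were not analysed here. The lineage marker genes and 1 receptor of Fig. 2 could not be matched to the tables and were not analysed here. Values of some genes named in the paper are not reported here. Genes called both here and in Supplementary Data 2 and 7 were counted, but the counts are not reported and no overlap or enrichment was tested, because the copies at hand hold only part of those tables. The copy of Supplementary Data 7 does hold all 932 and 896 genes that the paper calls, and these are described by their sign in each replicate and their mRNA change.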

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

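In this part, the removal of background and the thinning of libraries were chosen after seeing the data, though before their own results. The tests of grouping, library batch and CDS length were also set before their own results were seen. The test on genes with a large change in replicate 3 was chosen only after the values of the 4 genes were seen. The 4 genes below were set apart by a difference between groups. Their TE differed between NT and FL in the interaction test at an adjusted p under 0.05 from limma, the strictest threshold used. *Gabbr1*, *Itgb8* and *Hoxd4* had the higher TE in NT and *Rtn2* in FL.

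*Gabbr1* (uc008cma.1, chromosome 17, 37045966 to 37075067 on GRCm38) had a change in log2 TE of -2.81 (standard error 0.35, adjusted p = 0.023 from limma). The change was -3.11, -2.86 and -2.45 in replicates 1, 2 and 3. *Rtn2* (uc009fli.2) changed by 3.29 (standard error 0.45, adjusted p = 0.030 from limma), with 3.53, 3.61 and 2.72 in the replicates. Its mRNA was lower in FL (log2 change -3.60), while its RPFs did not differ detectably (-0.32, adjusted p = 0.43 from limma). *Itgb8* (uc007pik.1) changed by -3.27 (standard error 0.49, adjusted p = 0.049 from limma), with -4.35, -3.06 and -2.41, and had as few as 20 reads in a library. *Hoxd4* (uc008kef.1, chromosome 2, 74711929 to 74729160) changed by -2.37 (standard error 0.36, adjusted p = 0.049 from limma), with -2.03, -3.05 and -2.03, and as few as 15 reads. With the replicate number as a block the adjusted p was 0.051 for *Gabbr1* and 0.087 for the other 3. At an adjusted p under 0.2, *Gabbr1*, *Rtn2* and *Itgb8* were called under 12 of 14 alternatives. *Hoxd4* was called under 11, since it was also lost when the libraries of each sample were paired. None of the 4 was called without replicate 1 or without replicate 2, where the highest adjusted p was 0.99 and where 160 and 265 genes had an unadjusted p under 0.05.

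Several technical explanations were weighed for the 45 genes with a changed TE, of which these 4 are part. A background of RNA-Seq reads at the level of the 3′-UTR reads in each Ribo-Seq library is argued against as the whole cause, since 49 genes were called after it was taken away, these 4 among them. A difference in library size is argued against in the same way, since 38 genes were called after every library was thinned to the smallest, again with these 4. Open is whether the samples fell into such groups by chance. With 3 samples against 3 there are 10 splits, and 2 of them, the real one included, gave at least 45 genes, so the design cannot give a share under 0.1. The other split, with FL replicates 1 and 2 and NT replicate 3 on one side, gave 1997 genes. A bias with CDS length is open too, since NT-TE-higher genes had a median CDS of 2880 nt and FL-TE-higher genes of 774 nt (two-sided permutation test, p = 0.0082). Of these 4 genes, *Hoxd4* at 753 nt goes against that trend and *Rtn2* at 1416 nt lies between the medians.

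The libraries of replicates 1 and 2 differed from those of replicate 3 over most genes, as the other observations describe, and only 29.5% of the genes called from replicates 1 and 2 had the same sign in replicate 3. The 4 genes had the same sign in all 3 replicates, as did all 45 genes called, but genes selected by a test on all 3 replicates would do so, and a batch effect stays open for them. Of 54 genes called from replicates 1 and 2 alone, with a mean of at least 100 normalized reads and a change of at least 4-fold of either sign in replicate 3, these 4 among them, 35.2% had the sign of the call there (19 against 35). A difference between the tissues themselves stays open and was not tested here beyond these libraries. The paper reports separate measurements that bear on it, of transcripts in heavy polysomes and of PTCH1 protein in both tissues. They were not analysed here.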

How the results depend on the processing

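In the mesoderm, the counts of TE-low genes stayed between 1159 and 1479 under all alternatives but the threshold of 2-fold. That threshold gave 4178 genes in all, 2596 TE-low and 1582 TE-high, as a lower threshold must. The TE-high count ranged from 72 to 271 across the 3 fits that each left out one replicate, 271 without replicate 1, 72 without replicate 2 and 191 without replicate 3. The cause was not tested. The share of TE-low genes among all calls was 90.3% in the fit reported and 88.7% without centring.

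Between NT and FL, the 45 genes became 856 with DESeq2 (286 NT-TE-higher and 570 FL-TE-higher), 6 with the replicate number as a block (5 and 1), 6 with the libraries of each sample paired in a sample block (4 and 2), and 4 at an adjusted p under 0.05 (3 and 1). The self-test of DESeq2 also had more unchanged genes called, and that of the sample block fewer changed genes called. That self-test held no effect shared within a sample or a replicate number, which the real libraries can have. The fits that each left out one replicate gave 0 to 4833 genes, 0 to 2504 NT-TE-higher and 0 to 2329 FL-TE-higher. The highest values are those without replicate 3. Without replicates 1 and 2 in turn the counts were 0, with 160 and 265 genes at an unadjusted p under 0.05. The share of NT-TE-higher genes among the calls was 68.9% in the fit reported, 53.8% with edgeR and 33.4% with DESeq2. Thinning the libraries, an alternative chosen after seeing the data, gave 9 FL-TE-higher genes. Pseudocounts, the filter, rescaling, quantile normalization, edgeR, vooma weights and centring gave 39 to 52 genes. Without a test, 2290 genes had a change of at least 2-fold in the mean of the replicates, and 1338 in replicate 3 alone.

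The replicate block, that is the pairing of NT and FL by replicate number, changed the count of 45 genes to 6. It changed that of the Fig. 5e and Fig. 6b genes to 1. Among the genes named individually it also removed *Map3k13*, *Tyrobp* and *Cacna1a*, and it changed no call of the smoothened and apoptotic lists, of which none was called without it. At an adjusted p under 0.05 the block left 0 of 4 genes, with 1410 genes at an unadjusted p under 0.05. Calls adjusted over a list alone were not fitted with the block.

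The fold between the 5th percentiles of TE was 17.02 in replicate pair 2 alone. The lowest correlation of mesoderm replicates was 0.877 without the logarithm and 0.896 with a mean of at least 100 normalized reads, in place of 0.919. For the receptors of Fig. 2, the fold in TE was 165.9 with a pseudocount of 0.1, 22.6 with a pseudocount of 8 and 25.4 with a mean of at least 100 normalized reads, which leaves out *Gpr21*. Taking a scaled RNA-Seq profile away, chosen after seeing the data, gave 102.6 for the receptors and 148.4 for MAPKKK, with 8 MAPKKK genes and 2 effectors TE-low. With a mean of at least 100 normalized reads, 3 PLC genes and 1 effector were TE-low. At a threshold of 2-fold, TE-low genes numbered 6 for PI3K, 8 for PLC, 8 for AC, 10 for MAPKKK and 4 for the effectors. Across the fits without one replicate, the TE-low genes ranged from 2 to 6 for PI3K (6 without replicate 1), 3 to 7 for PLC (3 without replicate 2) and 0 to 1 for the effectors (1 without replicate 1 and without replicate 3). The cause was not tested for these shifts other than the fold threshold and the filter.

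The median difference in uAUG number of TE-low against TE-high genes was 2 with the transcript that has the longest 5′-UTR and 2 with TE-low genes matched on CDS length, past the threshold in both, though the matched sets still differed in CDS length (medians 801 and 636 nt, permutation p = 0.0089). The difference in 3′-UTR length reversed to -247 nt in the matched comparison, with a permutation p of 0.095. Spearman's rho of CDS length with mesoderm TE among TE-low genes was 0.07 and reversed to -0.01 with a mean of at least 100 normalized reads, both near 0. The cause was not tested.

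The share of all genes with an mRNA change under 2-fold ranged from 79.1% to 80.4% across the fits without one replicate. Among TE-changed genes it was 81.1% without replicate 3, and without replicate 1 or 2 it has no value because no gene was called. The ratio of RPF spread to mRNA spread ranged from 1.14 to 1.52 without one replicate, 1.52 being without replicate 3, and was 1.85 by the median absolute deviation. With a mean of at least 100 normalized reads, the median log2 abundance of NT-TE-higher genes in FL was 10.22, and of other genes 9.87 in NT and 9.82 in FL, as the filter removes low genes. Of the Fig. 5e and Fig. 6b genes, 23 were called with DESeq2, 1 with the replicate block, 1 with the sample block, 1 at an adjusted p under 0.05 and 0 to 28 without one replicate, 28 without replicate 3. Of the smoothened list, 1 was called with quantile normalization, 4 with DESeq2 and 0 to 16 without one replicate. Of the intrinsic apoptotic list, 1 was called with quantile normalization, 1 with edgeR, 15 with DESeq2 and 0 to 27 without one replicate. The highest values are without replicate 3. The cause was not tested.

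For 13 mesoderm genes followed one by one, 1 of 39 values without one replicate fell short of the threshold, that of *Apc2* without replicate 2, and 156 of 156 values under the other alternatives kept direction and side of the threshold. For 18 genes of NT against FL, 20 of 54 values without one replicate were weaker and 8 stronger, and 17 of 252 under the other alternatives were weaker and 2 stronger, none reversed. A trend with CDS length was removed from the change in TE between NT and FL only within mesoderm TE-low genes, and not for the calls, because 29.2% of the genes carry a symbol, and the comparison of UTRs with all other genes was void for the same reason. Depth limits TE of genes with few RPFs, as for *Gpr21*, *Apcdd1* and *Ptov1*.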

Differences from the paper's values

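The paper's count of NT-TE-higher genes is 932, or 8.3% of genes, and the count here was 31, or 0.3%. The paper's count of FL-TE-higher genes is 896, or 8.0%, and the count here was 14, or 0.1%. None of the alternatives set before the data were examined closed these gaps. The original DESeq, which the paper used, was not run. DESeq2 on the recovered reads came nearest from below with 286 and 570 genes (2.5% and 5.1%), and without replicate 3 the counts passed the paper's, at 2504 and 2329 genes (22.3% and 20.7%). With the 3′-UTR-scaled RNA-Seq profile taken away or with the libraries thinned, both chosen after seeing the values, the gaps remained.

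The paper's share of genes with a changed TE whose mRNA changed by less than 2-fold is 80%, and the share here was 40.0%. Of the alternatives set before the data were examined, the one without replicate 3 gave 81.1%, and pseudocounts of 0.1 and 8 (40.8% and 43.5%) and the mean of at least 100 normalized reads (38.6%) did not close the gap. The share among the paper's own 932 and 896 genes, taken from its table, was 80.5% with the mRNA changes computed here.

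The paper lists *Ptch1*, *Gli3*, *Ift172*, *Evc* and *Dync2h1* as having a higher TE in NT. Here the change in log2 TE was -1.72, -1.36, -1.39, -1.39 and -2.57, in the paper's direction, and none was called. The paper lists *Bad*, *Bax* and *Bid* as having a higher TE in FL, and here the changes were 1.08, 1.27 and 1.04, in the paper's direction and not called. Without replicate 3, set before the data were examined, all 8 genes were called. DESeq2 called *Evc* (adjusted p = 0.19) and *Bax* (adjusted p = 0.14). Its changes equalled the paper's to 2 decimals in all 8 genes, for example -1.29 for *Ptch1* and 1.32 for *Bax*. For these genes, DESeq2 and the paper thus differ in the calls and not in the size of the change. All 8 were also called when adjusted over the list alone. Of the 26 genes of Fig. 5e, 8 were called here, and 26 without replicate 3. Of the genes listed by the paper for the smoothened and the intrinsic apoptotic signalling pathways, 16 and 27, none was called here, where 11 and 18 had an unadjusted p under 0.05. DESeq2 called 4 and 15 of them, quantile normalization 1 and 1, edgeR 1 of the second list, and the fit without replicate 3 called 16 and 27.

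The paper states that upstream AUGs are more numerous in TE-low transcripts than in all transcripts. Here the comparison was with TE-high genes, and 71.2% of TE-low against 32.3% of TE-high genes had at least 1, in the paper's direction. The medians were 1 and 0 with a permutation p of 0.11, in a test that is coarse for such small whole numbers. In the same permutation test it was past the threshold with the transcript of the longest 5′-UTR (permutation p = 1.0e-05) and with 133 TE-low genes matched on CDS length (permutation p = 3.0e-05). The paper states that none of the direct effectors in Fig. 2 is regulated in TE. None was TE-low here at 3-fold either, while 11 of 23 had an adjusted p under 0.05 from limma with smaller shifts. *Akt1* became TE-low without replicate 1 and with a mean of at least 100 normalized reads, *Prkcz* without replicate 3, and *Akt1*, *Akt2*, *Prkcz* and *Prkce* at a threshold of 2-fold. The paper describes the median abundance of genes with a changed TE as comparable to that of other genes. Here the 31 NT-TE-higher genes lay above the other genes in NT, at 10.71 against 9.76 on the log2 scale. The 14 FL-TE-higher genes lay below them in FL, at 8.49 against 9.73. The paper's sets hold 932 and 896 genes, whose abundance is not given here, so these values do not contradict its description.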

Other observations

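In this part, the tests of a mislabelled sample, of the limit on RNA fragments, of a stretch of TE, of CDS length within TE-low genes and of few reads in Ribo-Seq were chosen only after the result was seen. The removal of background and the thinning of libraries were chosen after seeing the data, though before their own results.

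Replicates 1 and 2 of NT and FL shared a change in TE that replicate 3 did not have. Across genes, the FL minus NT change in log2 TE had a Pearson's r of 0.82 between replicates 1 and 2, and of -0.27 and -0.29 between these and replicate 3. The spread of log2 TE over genes was narrow in NT replicates 1 and 2 (SD 0.91 and 0.79) and wide in FL replicates 1 and 2 (1.59 and 1.54), whereas in replicate 3 it was wider in NT (1.17) than in FL (0.86). The slope of log2 TE on the mesoderm log2 TE was 0.52, 0.58 and 0.87 in NT and 1.28, 1.25 and 0.69 in FL. In replicates 1 and 2, the 10% of genes with the lowest mesoderm TE had a median change of -1.65 and -1.46 and the 10% with the highest of 1.18 and 1.02. In replicate 3 the medians were 0.38 and -0.18. In the paper's Supplementary Data 1, the percent of Ribo-Seq reads on 3′-UTRs is 3.56, 3.74 and 2.02 in NT replicates 1, 2 and 3 and 0.72, 0.57 and 2.13 in FL.

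A difference between library batches, with replicates 1 and 2 in one and replicate 3 in the other, was tested on the calls from replicates 1 and 2 alone. Of these 4833 genes, 29.5% had the same sign in replicate 3, fewer than an even split, and the median change there in the direction of the call was -0.30 against a median size of 1.55. A change in TE between tissues that held in all embryos would have kept its sign. Without replicate 1 or replicate 2 no gene was called. Among genes at an unadjusted p under 0.05, 93.1% of 160 found without replicate 1 and 92.5% of 265 found without replicate 2 kept their sign in the replicate left out, against 29.6% of 6256 found without replicate 3. Since replicates 1 and 2 share their change, a gene picked with one of them tends to keep its sign in the other, so the first 2 shares say little about a change between tissues. The paper gives no library batches, so the split rests on the values and the 3′-UTR shares alone. Among the paper's 932 NT-TE-higher genes, 100.0%, 99.9% and 39.6% had a lower TE in FL in replicates 1, 2 and 3, and among its 896 FL-TE-higher genes 100.0%, 99.7% and 53.3% had a higher one.

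A mislabelled NT or FL sample in replicate 3 is argued against. Of 803 genes with an mRNA change of at least 4-fold between the tissues, 99.6% had an RPF change in replicate 3 with the sign of the mRNA change, against 98.6% in replicate 1 and 98.8% in replicate 2. RNA fragments among the Ribo-Seq reads of NT replicates 1 and 2, which would pull TE towards the median, would give the narrow spread of TE seen in those samples, as was foreseen before the fits. The 3′-UTR shares, high in those samples, go the same way. A limit worked out later goes against them only if the fragments follow the RNA-Seq profile, which was not measured. Under that assumption the TE of the lowest genes allows at most 23.3% of such fragments, and that share allows a rise of 0.38 in the genes with the highest mesoderm TE, whose median change was 1.18 in replicate 1. RNA fragments therefore stay open. A background with the RNA-Seq profile at the level of the 3′-UTR reads is argued against, since the calls numbered 49 after it was taken away, and 4937 from replicates 1 and 2 alone. Library size is argued against with 38 calls after thinning to 12967893 reads, and 4834 from replicates 1 and 2 alone.

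A stretch or squeeze of TE along the TE of the mesoderm in single libraries is argued against as the whole cause. After its linear trend was removed from each sample, the changes of replicates 1 and 2 still had an r of 0.74 across 11054 genes. For mesoderm TE-low genes, a bias with CDS length in single libraries is argued against as the whole cause, as far as the annotated lengths hold. The isoforms of the authors can differ in length, and other genes were not tested. Among 1155 TE-low genes, the r of replicates 1 and 2 was 0.68 before and 0.54 after a cubic trend with log2 CDS length was removed. Part of the pattern follows CDS length nonetheless, since Spearman's rho of CDS length with the change in TE among these genes was -0.61, -0.59 and 0.22 in replicates 1, 2 and 3. Genes are not independent replicates in these correlations. Among the 45 genes called from all 3 replicates, those higher in NT had the longer CDS (permutation p = 0.0082).

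What stays open is a library batch that shifts TE by more than a linear trend, RNA fragments with a profile unlike that of RNA-Seq, and a difference between the embryos of replicate 3 and those of replicates 1 and 2, such as their exact stage, which the design does not measure. A bias with CDS length stays open as well for genes other than the mesoderm TE-low genes. The tissue difference itself stays open for genes with the same sign in all 3 replicates. The paper's polysome measurements bear on this too and were not analysed here. Of the 10 splits of the 6 NT and FL samples, 2 gave at least 45 genes. The split of FL replicates 1 and 2 with NT replicate 3 against the rest, which follows the pattern of wide and narrow TE, gave 1997. If NT and FL of one number come from the same embryos, the 4 splits that part all 3 pairs can be set apart. Of these 4, 2 gave at least 45 genes. The other 2 gave 0, with 15 and 4 genes at an unadjusted p under 0.05. The blocked fit gave 6 genes.

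The wider spread of the RPF change than of the mRNA change between NT and FL cannot be told apart from a difference between library batches. Its ratio was 1.48 and 1.45 in replicates 1 and 2, and 1.11 in replicate 3, where a single pair of samples per tissue gives no error for it.

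In the mesoderm, few reads in Ribo-Seq are argued against as the whole cause of the TE-low genes, since 13.6% of genes were TE-low among the 5176 with a mean of at least 1000 normalized RNA-Seq reads, whatever their Ribo-Seq reads, against 10.9% of all genes. RNA-Seq is the denominator of TE, so this choice of genes favours a low TE, but the share was 14.0% among genes chosen by the RNA-Seq of NT and FL. At a mean of at least 300 and 3000 reads, the shares were 11.2% and 16.3% by the mesoderm and 11.2% and 17.9% by NT and FL. Few reads may still matter for some genes, since 17.6% of the TE-low genes had 10 Ribo-Seq reads or fewer in at least 1 replicate. The filter on a mean of at least 100 normalized reads counts both library types and does not speak to this. Chance cannot be told apart by exchanges of labels here. There are 4 ways to exchange Ribo-Seq and RNA-Seq within the 3 pairs, and 1 of them, the real one, gave at least 1458 genes, so the share cannot fall under 0.05. The other 3 gave 0 genes, with 3 at an unadjusted p under 0.05 in the exchange of replicate 2 and 0 in the other exchanges. Beyond the comparison of UTRs, CDS and uAUGs between TE-low and TE-high genes, no biological explanation was tested for the mesoderm. The design holds 1 tissue and 1 stage for it.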
